# Comparisons of cell proliferation and cell death from tornaria larva to juvenile worm in the hemichordate *Schizocardium californicum*

**DOI:** 10.1186/s13227-022-00198-1

**Published:** 2022-06-06

**Authors:** Paul Bump, Margarita Khariton, Clover Stubbert, Nicole E. Moyen, Jia Yan, Bo Wang, Christopher J. Lowe

**Keywords:** Metamorphosis, Hemichordate, Tornaria, Cell proliferation, Cell death

## Abstract

**Background:**

There are a wide range of developmental strategies in animal phyla, but most insights into adult body plan formation come from direct-developing species. For indirect-developing species, there are distinct larval and adult body plans that are linked together by metamorphosis. Some outstanding questions in the development of indirect-developing organisms include the extent to which larval tissue undergoes cell death during the process of metamorphosis and when and where the tissue that will give rise to the adult originates. How do the processes of cell division and cell death redesign the body plans of indirect developers? In this study, we present patterns of cell proliferation and cell death during larval body plan development, metamorphosis, and adult body plan formation, in the hemichordate *Schizocardium californium* (Cameron and Perez in Zootaxa 3569:79–88, 2012) to answer these questions.

**Results:**

We identified distinct patterns of cell proliferation between larval and adult body plan formation of *S. californicum*. We found that some adult tissues proliferate during the late larval phase prior to the start of overt metamorphosis. In addition, using an irradiation and transcriptomic approach, we describe a genetic signature of proliferative cells that is shared across the life history states, as well as markers that are unique to larval or juvenile states. Finally, we observed that cell death is minimal in larval stages but begins with the onset of metamorphosis.

**Conclusions:**

Cell proliferation during the development of *S. californicum* has distinct patterns in the formation of larval and adult body plans. However, cell death is very limited in larvae and begins during the onset of metamorphosis and into early juvenile development in specific domains. The populations of cells that proliferated and gave rise to the larvae and juveniles have a genetic signature that suggested a heterogeneous pool of proliferative progenitors, rather than a set-aside population of pluripotent cells. Taken together, we propose that the gradual morphological transformation of *S. californicum* is mirrored at the cellular level and may be more representative of the development strategies that characterize metamorphosis in many metazoan animals.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13227-022-00198-1.

## Background

The development of animal body plans has largely been informed by research in a few key model species that pattern the adult body plan during embryogenesis, a strategy termed direct development. However, this type of development is not representative of many animal groups, where embryogenesis gives rise to a larva with a body plan distinct from that of the adult, a strategy called indirect development [2–4]. During direct development, the adult is formed directly from the embryo, while in indirect development, embryonic processes give rise to a larval body plan that later transforms into the adult. This transformation between larvae and adults is a developmental process known as metamorphosis, which is characterized by the loss of larval-specific structures and the emergence of adult structures [5–11]. The prevalence of this developmental strategy across animal phyla clearly demonstrates that a better mechanistic understanding of indirect development is critical for a more complete understanding of the developmental basis of body plan evolution.

Many marine organisms utilize indirect development, developing first as larvae that feed and grow before reaching metamorphosis [12, 13]. In species, such as gastropods with veliger larvae, the morphological difference between larval and adult body plans is not very pronounced, because in these organisms, metamorphosis represents a major shift in ecological niche but not a large morphological change [14, 15]. At the other end of the spectrum, as is found in some echinoids, larval and adult body plans can be radically different in organization with a “catastrophic metamorphosis.” In this case, the adult develops as a rudiment within the larva and metamorphosis results in a complete reorganization of the body around new developmental axes in addition to the loss of larval structures [5, 16, 17]. Similarly, in some nemertean worms, with a pilidium larva, the adult develops from several rudiments, and metamorphosis culminates with the juvenile consuming the larval tissues [17, 18]. However, metamorphosis in species with distinct larval and adult body plans does not always involve a segregated rudiment or cataclysmic metamorphosis — instead larval tissue seems to be remodeled rapidly into the adult without obvious drastic histolysis of the larval body plan [2, 15, 19]. In this type of metamorphosis, do adult structures originate from a small population of proliferative cells? What is the fate of larval tissues? Indirect-developing hemichordates represent this particular type of metamorphosis and provide an opportunity to explore this type of developmental strategy.

Hemichordates are composed of two classes, the solitary enteropneust worms and the largely colonial, tube-dwelling pterobranchs [20–23]. While the position of hemichordates as sister to the echinoderms and closely related to chordates has been well established [24–27], new studies have challenged this position [28]. Within the enteropneusts, one family, the Harrimaniiidae, are direct developers, while the families Spengelidae and Ptychoderidae, are indirect developers with a distinct larval body plan called the tornaria. Morphological studies of tornaria larvae and their counterpart adult bodies can be traced back to the late 1800s [29, 30] and more recent morphological descriptions of larval and adult body plans have been carried out in a range of enteropneust species; *Ptychodera flava* [31, 32], *Balanoglossus misakiensis* [33], *Balanoglossus simodensis* [34] and *S. californicum* [35]. In these species, the tornaria larva is formed following embryogenesis, while the benthic adult body plan forms by metamorphosis following an extended planktonic period [31, 33–36]. Studies of hemichordate complex life cycles have largely been based on morphological characters, with some descriptive patterning studies [37–53]*.* However, the cellular and developmental mechanisms through metamorphosis remain largely uncharacterized. For example, we do not know whether the adult is formed by transformation of larval tissues via transdifferentation or by proliferation of adult-specific cells following large-scale larval cell death.

To begin to address these questions, we characterized proliferation and cell death through the development and metamorphosis of *S. californicum*. For the purpose of our study, we define metamorphosis in *S. californicum* as an overt morphological event. In a rapid 48-h period a swimming planktonic larva transforms into a burrowing benthic adult as larval ectoderm compacts and condenses over the underlying mesoderm and endoderm[35]. We found distinct patterns of cell proliferation between larval and adult body plans and that the start of a clear overt metamorphosis corresponded with an increase in cell death. To then determine if there were distinct genetic markers of proliferative cells, and if those markers differed between life history stages, we deployed an irradiation strategy to deplete proliferative cells and found a number of differentially expressed transcripts.

## Results

### Patterns of proliferation in larval and adult body plans.

We wanted to test whether patterns of cellular proliferation involved in the development of the planktonic larva were similar or different to those during the development of the benthic juvenile. To describe the distribution of proliferative cells throughout the development of *S. californicum,* we assessed the incorporation of the thymidine analog 5-ethynyl-29-deoxyuridine (EdU), which labels cells in S phase [54], during a range of developmental stages: early larval development (Fig. 1B), mid larval development (Fig. 1C), late larval development (Fig. 1D), metamorphosis (Fig. 1E–I), and in juvenile development (Fig. 1J).

**Fig. 1:**
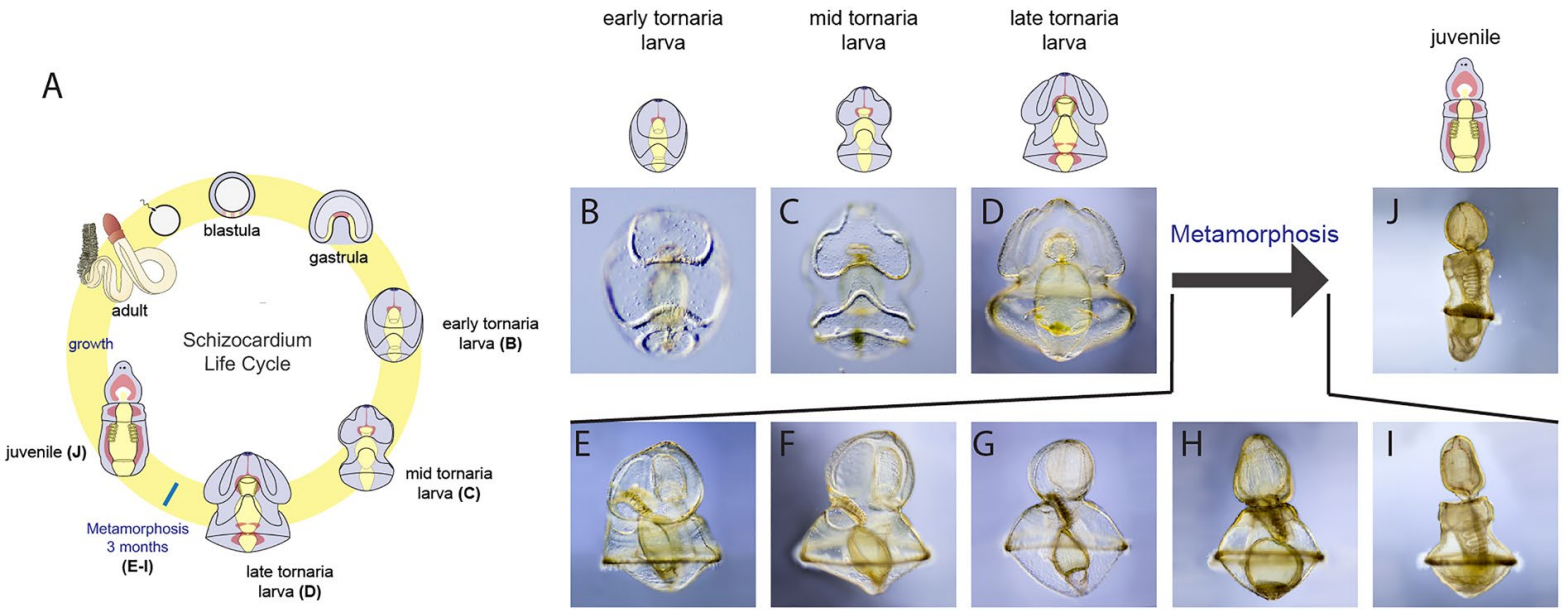
Larval development and metamorphosis of *S. californicum.* **A** Schematic of the complex life cycle of the indirect developing *S. californicum* (modified from Ref. [35]. **B**–**J** Light microscopy of the complex life cycle of the indirect developing *S. californicum* (from [35]). **B** early tornaria larva, **C** mid tornaria larva, **D** late tornaria larva, **E**–**I** process of metamorphosis, **J** juvenile

The earliest larval developmental stage consists of a tightly packed ciliary band that loops around the larva, a thin wide squamous epithelium, an apical tuft, and a tripartite gut (Figs. 1B, 2). On the ventral surface we detected EdU^+^ cells throughout the preoral and postoral loops of the circumoral ciliary band (Fig. 2B, C). The ciliary band is used for both swimming and particle capture at this stage [55–57] and makes up a large percentage of the ectoderm. We tested whether the ciliary bands were more proliferative than the general ectoderm, or simply had higher cell densities. The ciliary bands were densely packed with nuclei: there are ~ 59% greater number of cells in the ciliary bands versus all other tissues (paired *t* test, p = 0.016) and they were also more proliferative with ~ 22% more Edu^+^ cells than all other tissues (paired *t* test, p = 0.008) (Additional file 1: S1A, B). This suggests that while the ciliary bands are nuclei-dense regions, they appear to be some of those most proliferative structures at this stage. This pattern aligns with what has been observed in the ciliary bands of other Ambulacrarians, such as the bipinnaria larvae of *Pisaster ochraceus* and *Patiria miniata* [58]*.* On the dorsal side of the larva in the most anterior regions, EdU^+^ cells were detected around the apical organ (Fig. 2E, F), a prominent structure of the larval nervous system [59–62]. Other important proliferative structures of larvae include the digestive tract, where microalgae that have been captured by the ciliary bands pass from the mouth into the pharynx, and finally into the stomach, where they are digested (Fig. 2H, I). In general, at this early larval stage most regions and tissues contain proliferative cells.

**Fig. 2:**
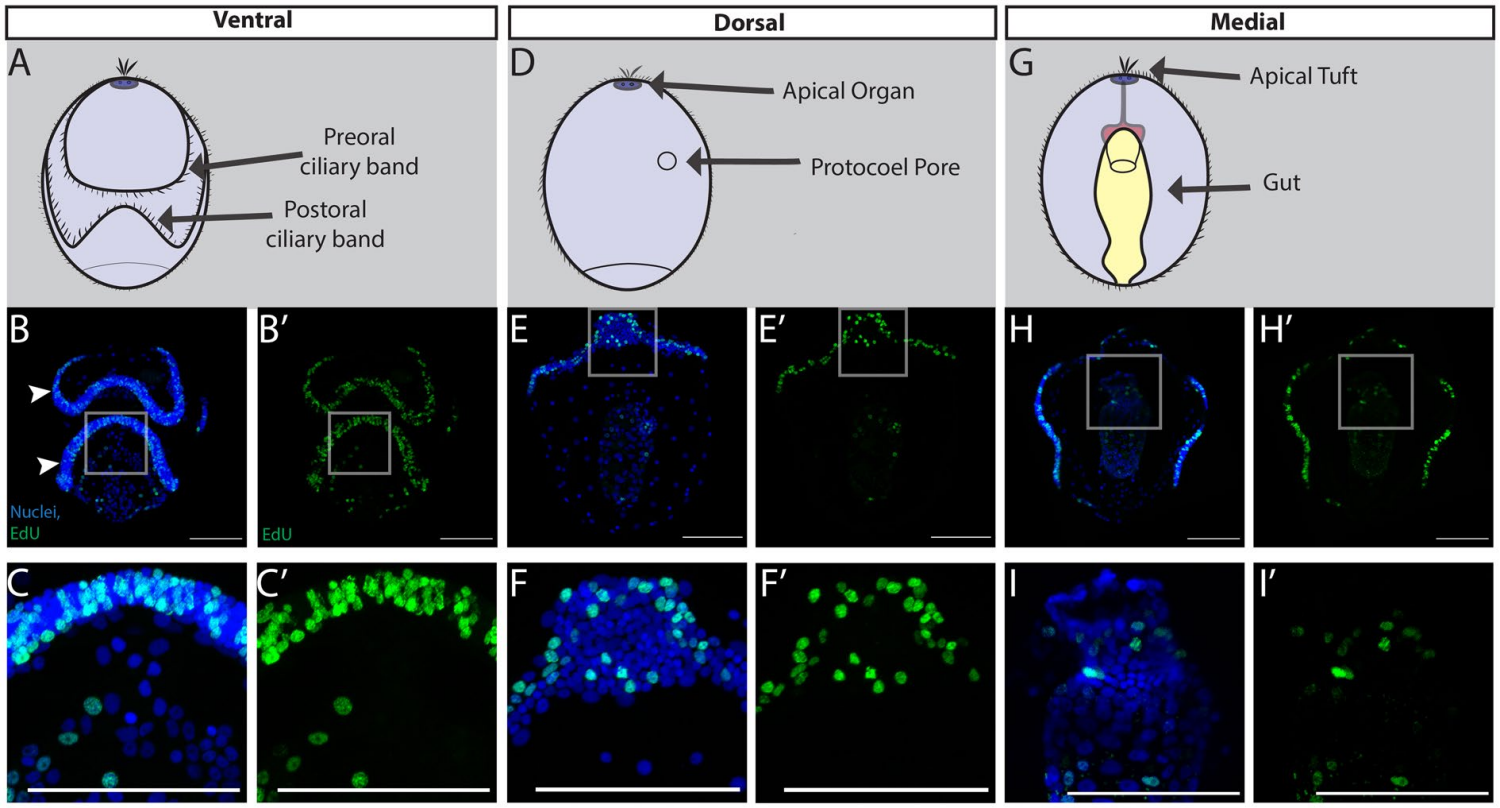
Cell proliferation throughout early larval development of *S. californicum*. All: anterior up; blue = Hoechst, green = EdU; scale bar is 100um. Schematics of ventral (**A**), dorsal (**D**), and medial (**E**) views with key structures labeled. EdU staining with maximum intensity projections showing ventral (**B**), dorsal (**E**), and medial **H** sections. **C**–**I** insets. White arrowheads denote preoral ciliary band and postoral ciliary band

As the tornaria continues to grow and reaches the middle of larval development (Figs. 1C, 3), defined by the differentiation of dorsal and ventral saddles as well as the emergence of the posterior telotroch, proliferation continued throughout the ciliary bands. This was most apparent ventrally in the preoral and post-oral ciliary bands (Fig. 3B). Proliferative cells were detected in the developing telotroch, the posterior locomotory ciliary band (Fig. 3C). The telotroch is one of the most distinctive structures of the hemichordate tornaria with long compound cilia that beat to propel the larva through the water [57]. On the dorsal surface, the protocoel pore was proliferative at this stage (Fig. 3E, F). This structure is a portion of the larval protonephridial system, an excretory system that uses a cilia-driven flow for ultrafiltration of coelomic fluid from the protocoel [63, 64]. Finally, at this stage the last notable structure is the tripartite gut, composed of pharynx, stomach and intestine, which continued to proliferate and grow (Fig. 3H, I).

**Fig. 3:**
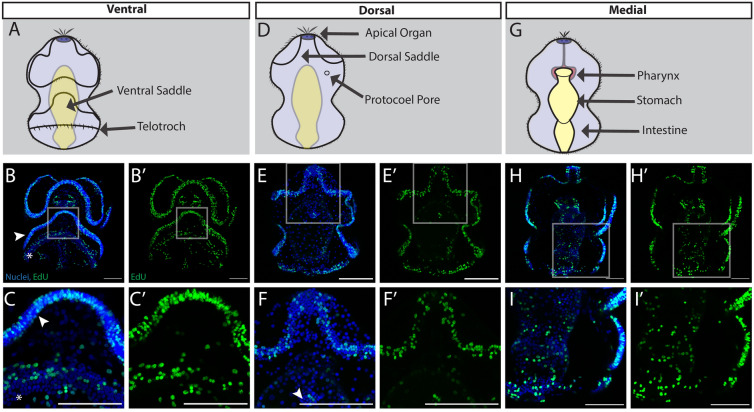
Cell proliferation throughout mid larval development of *S. californicum*. All: anterior up; blue = Hoechst, green = EdU; scale bar is 100um. Schematics of ventral (**A**), dorsal (**D**), and medial (**E**) views with key structures labeled. EdU staining with maximum intensity projection showing ventral (**B**), dorsal (**E**), and medial (**H**) sections. **C**–**I** insets. White arrowhead in (**B** and **C**) denote postoral ciliary band, white asterisk denotes telotroch. White arrowhead in (**F**) denotes protocoel pore

Close to metamorphosis, the tornaria larva reach full size (~ 3 mm) and form two additional coelom pairs, the mesocoels and metacoels, and the precursors to the gill slits [65, 66] (Figs. 1D, 4), and we observed a notable shift in proliferative patterns from earlier developmental stages. Proliferative cells were still distributed throughout the ventral ectoderm, both in the ciliary bands, but now also more broadly in the squamous epithelium between the ciliary bands (Fig. 4B). There were also a number of EdU^+^ cells distributed broadly throughout the posterior ectoderm of the larva, which is a territory that will compact and elongate during metamorphosis (Fig. 4C). Across the dorsal surface of the late larva, there were numerous proliferative cells distributed throughout the epithelium (Fig. 4E). There were EdU^+^ cells throughout the telotroch and on either side of the dorsal midline, where the dorsal cord was beginning to form (Fig. 4F). Perhaps most interestingly, at this stage, the gut stopped proliferating and EdU^+^ cells were detected within the forming adult structures (Fig. 4H). In particular, we observed EdU^+^ cells in the anlage of the gill slits, which are a prominent endomesoderm feature of the juvenile body plan that are not yet functional in the late larva [67] (Fig. 4I). EdU^+^ cells were also enriched in the single anterior protocoel (Fig. 4J), and more posterior paired mesocoels (Fig. 4K) and metacoels (Fig. 4L), which will later form the adult mesodermal derivatives of the proboscis, collar, and trunk, respectively. In line with previous morphological observations, in late larvae, structures of the juvenile body plan began to proliferate to build the adult anatomical structures ahead of metamorphosis [35].

**Fig. 4:**
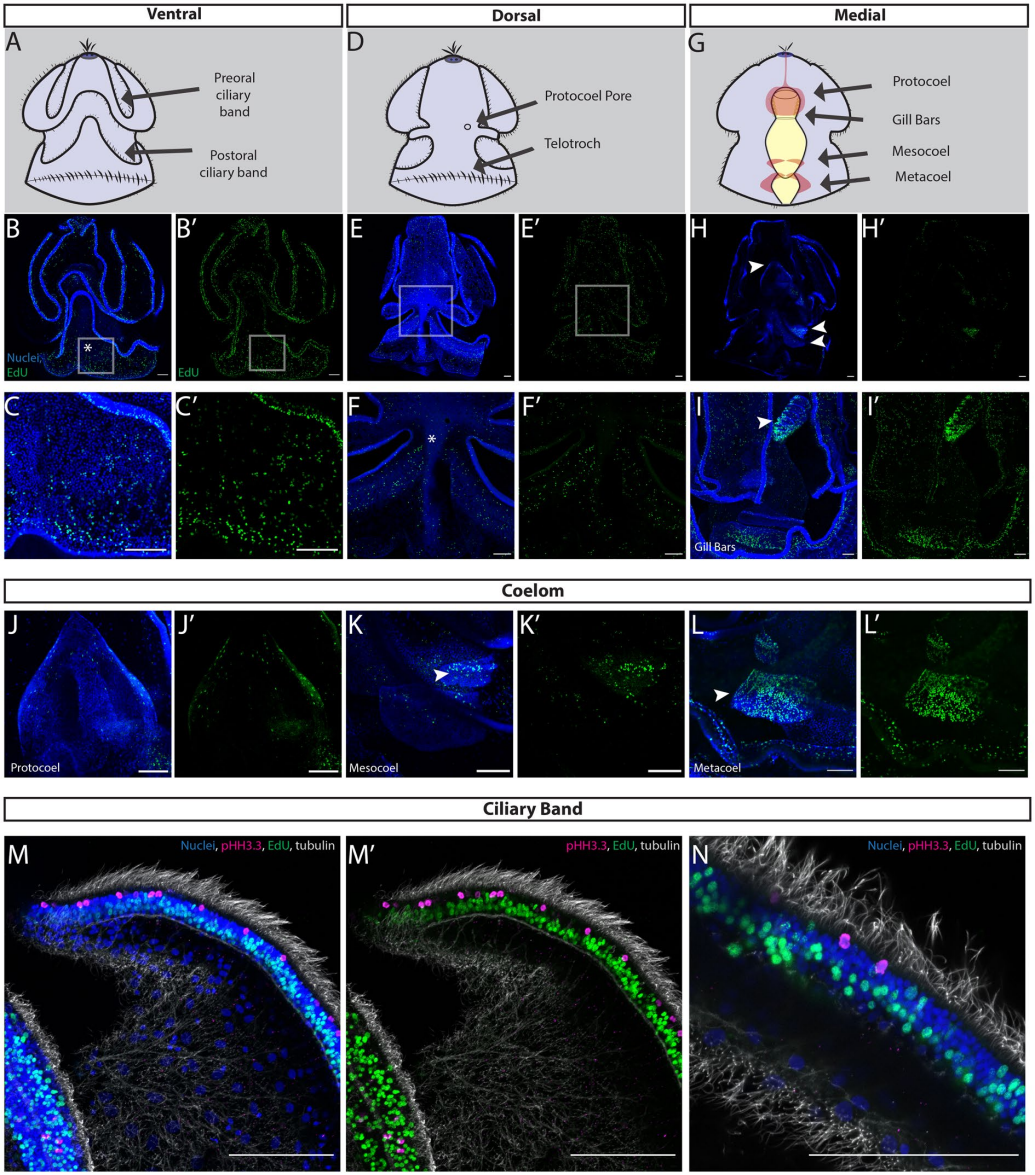
Cell proliferation in late larval development of *S. californicum*. All: anterior up; blue = Hoechst, green = EdU; scale bar is 100 um. Schematics of ventral (**A**), dorsal (**D**), and medial (**G**) views with key structures labeled. EdU staining with maximum intensity projection ventral (**B**), dorsal (**E**), and medial (**H**) sections. **B** late larva ventral surface, **C** inset of (**B**), highlights ventral posterior epidermis and ciliary band **E** late larva dorsal surface, **F** inset of (**E**) highlights dorsal cord, marked by white asterisk, **H** late larva medial section, arrowheads highlight regions that will give rise to protocoel, mesocoel, and metacoel. **I** inset of lateral view of late larva medial section, arrowhead highlights gill bars. **J** protocoel, mesoderm that will form the proboscis, **K** mesocoel, mesoderm that will form the collar, **L** metacoel, mesoderm that will form the trunk. **M**, **N** distribution of anti-histone H3 (phospho S10) and EdU positive cells in ciliary bands, magenta = pHH3.3, grey = acetylated tubulin

We also looked in more detail at the proliferative patterns in the ciliary band (Fig. 4M, N). To achieve this, we coupled our EdU detection with immunofluorescence staining of acetylated tubulin to visualize cilia and phosphorylated serine 10 of histone H3 (pHH3.3), which marks cells in G2/M phase. We found that proliferative cells display distinct spatial distribution with a row of EdU^+^ cells at the base, then a row of differentiating phosophohistone h3.3 cells that are lateral to the cilia (Fig. 4M, N). This regional localization of EdU^+^ cells in relationship to the differentiating phosophohistone h3.3 cells suggested that there could be a specific population of proliferative cells that give rise to the ciliary bands.

### Proliferative patterns shift at metamorphosis

The first morphological indication of the onset of metamorphosis in *S. californicum* is the compaction and reorganization of the larval epidermis and an expansion of all the coeloms, which results in a decrease of the blastocoelar space (Fig. 1E, F) [35]. Early in metamorphosis, the ectoderm of the primary ventral lobe and primary dorsal lobe compact around the lateral food groove, as has been observed in *P. flava* [66], and EdU^+^ cells were distributed throughout several regions of the ectoderm (Fig. 5B). EdU^+^ cells were detected in the postoral field and primary dorsal saddle that give rise to both the proboscis and around the thickening collar (Fig. 5B). At this stage, EdU^+^ cells were also found in the collar and posterodorsally in the region of the developing dorsal cord (Fig. 5C). On the ventral surface, EdU^+^ cells showed a similar distribution to the dorsal side with proliferative cells in the preoral field, around the collar, in the anlage of the gill slits and in the epidermis, where the ventral cord eventually forms (Additional file 1: S1C).

**Fig. 5:**
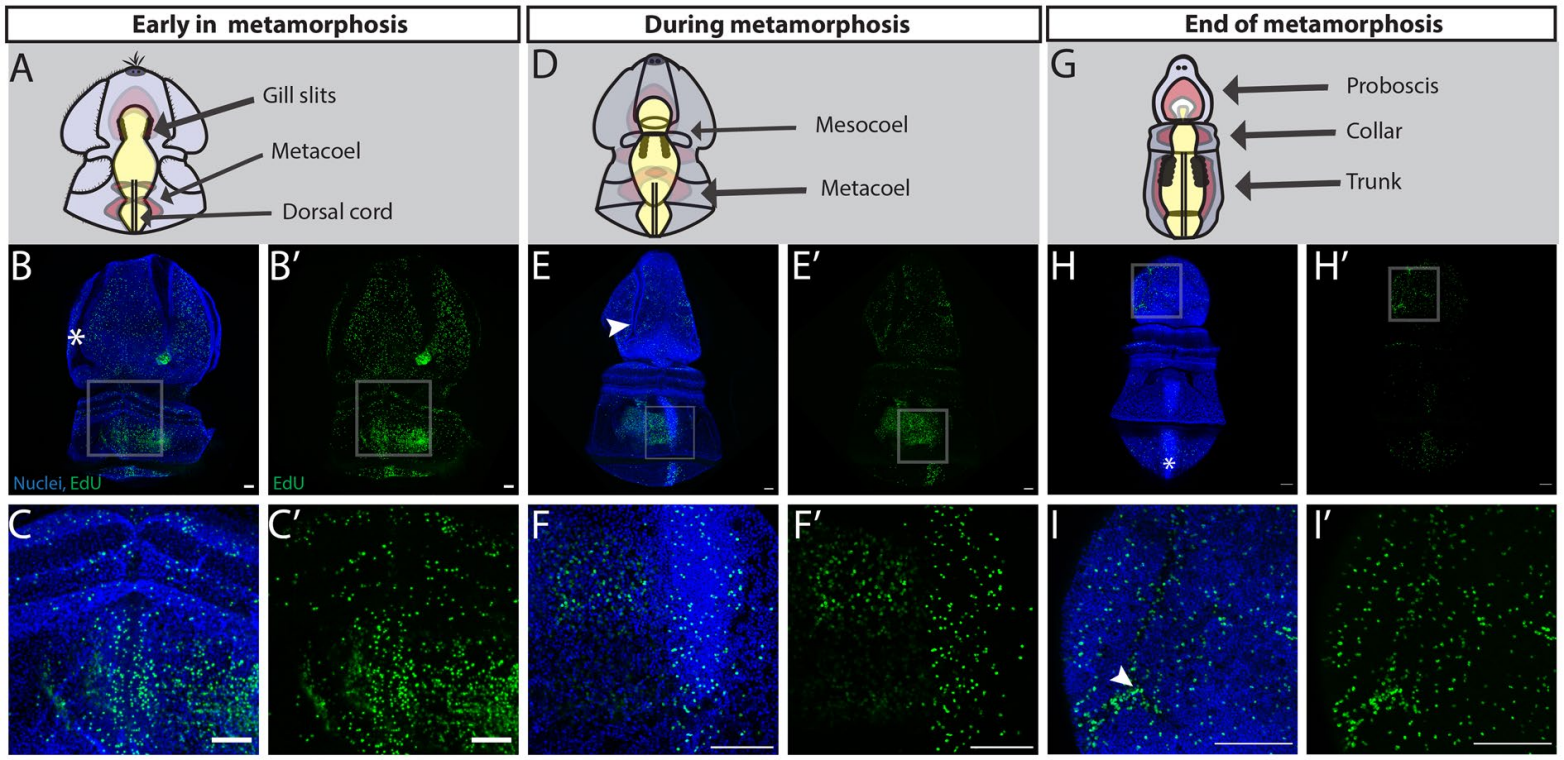
Cell proliferation throughout the metamorphosis of *S. californicum*. All: anterior up; dorsal view; blue = Hoechst, green = Edu; scale bar is 100um. Schematics of ventral (**A**), dorsal (**D**), and medial (**G**) views with key structures labeled. EdU staining with maximum intensity projection: **B** Early in metamorphosis, white asterisk marks lateral food groove **C** Inset of (**B**), EdU positive cells are distributed around and in the dorsal cord. **E** Middle of metamorphosis, white arrowhead marks lateral food groove. **F** Inset of (**E**), EdU positive cells are found in the dorsal cord and mesocoel. **H** End of metamorphosis, asterisk marks dorsal cord. **I** Inset of (**H**), white arrowhead highlights EdU positive cells are distributed throughout the lateral grooves

Metamorphosis then proceeded with the prospective proboscis ectoderm continuing to thicken as the blastocoel was reduced, bringing it in contact with the expanding anterior coelom (Fig. 1G, H). The posterior ectoderm continued to expand as the forming trunk continued to elongate. At this stage, ectodermal proliferation continued in the general epidermis of the proboscis but was absent from the remnants of the ciliary bands (Fig. 5E). The epidermis of the proboscis transformed into a columnar organization as the larva began to take on a more vermiform shape. Other proliferative regions at this stage included the developing gill slits, the metacoels, and the dorsal cord (Fig. 5F). At this stage, proliferation on the ventral surface occurred in the anterior ectoderm, similar to the dorsal surface, absent from where the ciliary bands had been (Additional file 1: S1D). EdU^+^ cells were also detected around the collar and around the field, where the ventral cord forms (Additional file 1: S1D).

Finally, metamorphosis concluded as the blastocoelar space of the proboscis was eliminated bringing the mesoderm and ectoderm in direct contact, the ectoderm of the proboscis and collar transformed into a columnar epithelium, and the posterior coeloms expanded and differentiated as the trunk was elongating and narrowing (Fig. 1I). At this stage, we detected proliferative cells specifically in the proboscis, the collar, dorsal cord, and more broadly below the telotroch in the most posterior ectoderm and mesoderm (Fig. 5H). In the proboscis ectoderm there were EdU^+^ cells distributed throughout as well as a clear enrichment of EdU^+^ cells in the lateral groove, the region that had previously been the larval food groove (Fig. 5I). A lateral view of this stage at metamorphosis, highlighted cell proliferation in the gill slits and gut as well as the dorsal and ventral midlines that give rise to the nerve cords (Additional file 1: S1E).

In three main regions of the newly formed juvenile (Fig. 1J), cell proliferation was detected in the proboscis, collar, gill pores, gill bars, and trunk (Fig. 6B). In the anterior of the juvenile, EdU^+^ cells were localized to the epidermis and line the lateral groove and anterior collar (Fig. 6C). This region of the animal is highly innervated [35]. Proliferative cells were also found in the dorsal gill pores which have perforated to allow water flow through the gill slits and out the gill pores (Fig. 6D). Finally in the posterior of the newly formed juvenile, proliferative cells were located along the dorsal cord of the trunk (Fig. 6E). At this stage on the ventral surface, we detected EdU^+^ cells in the proboscis, the gill slits, and in the ventral cord (Additional file 1: S1F). To see if these patterns of juvenile growth continued well after metamorphosis, we grew animals in sand for several weeks and repeated the EdU labeling, clearing the tissue to make it possible to visualize the distribution of proliferation in larger, thicker tissue. In continued juvenile growth (Fig. 6F) proliferative cells were found at the base of the collar coincident with serotonergic neurons [35]. Interestingly, at this later stage cell proliferation in the gill slits and dorsal cord was less pronounced, but a large number of EdU^+^ cells were found mid-intestinal in the trunk, potentially identifying a new region of posterior growth [68].

**Fig. 6:**
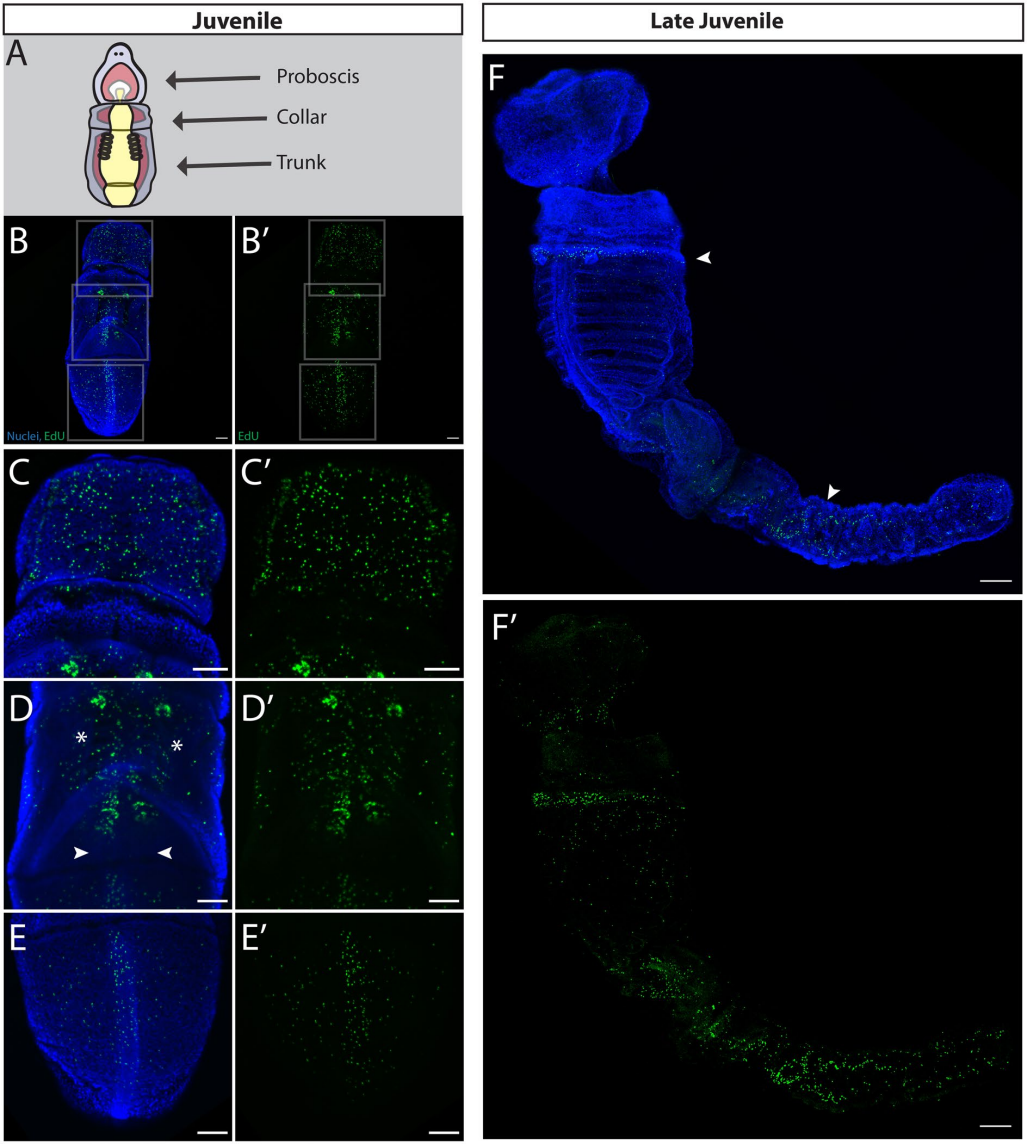
Cell proliferation in juveniles of *S. californicum*. All: anterior up; dorsal view; blue = Hoechst, green = Edu; scale bar is 100 um. Schematic of juvenile (**A**) with key structures labeled. EdU staining with maximum intensity projection: **B** End of metamorphosis. **C** Highlights regions of (**B**), EdU positive cells are distributed throughout the proboscis. **D** Highlights regions of (**B**), EdU positive cells are distributed throughout the gill bars. **E** Highlights regions of (**B**), EdU positive cells are distributed throughout the dorsal cord. **F** Continuing development of the juvenile body plan. Arrowheads mark the base of the collar and expanding trunk

As *S. californicum* transitioned from a distinct larva through metamorphosis and into a juvenile, proliferative cells shifted in their distribution, restricting to specific regions in the juvenile body. Overall, our data suggests that the proliferation of the adult body plan begins at late larval stages prior to the start of the metamorphosis itself.

### RNAseq after irradiation reveals the genetic signature of proliferative cells in two distinct life history states

To further explore the molecular characteristics of proliferative cells in *S. californicum*, we exploited the sensitivity of proliferative cells to irradiation [69–73]. We hypothesized that the transcripts of irradiation-sensitive genes would be restricted to our EdU^+^, proliferative cell population. When we inspected the morphology of EdU^+^ proliferative cells with fluorescent in situ hybridization (FISH) to detect histone h2b messenger RNA, a known cell cycle gene, we found that EdU^+^ cells possess a narrow rim of cytoplasm of h2b mRNA surrounding their nucleus and these cells often display a cytoplasmic projection (Additional file 1: S1G, H). This morphology is reminiscent of the proliferative cells studied in other organisms, such as planarian neoblasts, which have been characterized as rounded mesenchymal cells with a high nuclear-to-cytoplasmic ratio that often extend a cytoplasmic projection [74, 75]. With these additional characterizations we next wanted to know if these proliferative cells might share any core genetic signatures with proliferative cells in other organisms. One hypothesis was that *S. californicum* would have a stem-cell-like population that expresses many of the classic multipotency or germline multipotency factors, such as *piwi, vasa,* and *nanos* [71, 76].

To do this, we treated larvae and juveniles with irradiation. Three days after treatment, animals looked morphologically the same as controls, but EdU incorporation was eliminated in both larvae and juveniles (Fig. 7A–D). We extracted total RNA from this same stage of three days post-irradiation from 5 pooled individuals in three independent biological replicates and made RNA sequencing libraries (Nugen-Tecan Genomics). 

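The 12 libraries came from 4 groups of 3: control larvae, larvae given 120 Gy of X-rays, control juveniles and juveniles given 200 Gy. Each library was made from a pool of 5 animals, 3 days after treatment. Each stage had its own dose, so stage and dose cannot be separated. For every library the authors deposited the number of reads that CLC Genomics Workbench counted on each of 27463 genes, without normalization. Between 7675726 and 26974509 reads per library were counted on genes. The median was 12036921 in control larvae, 12342866 in irradiated larvae, 10544816 in control juveniles and 13769853 in irradiated juveniles. The counts were normalized by edgeR's TMM method, which gave factors of 0.931 to 1.07. After edgeR's filter on low counts, 20780 genes holding 99.9% of the counts were tested. All 12 libraries were fitted together, with 1 mean per group, by edgeR's quasi-likelihood method with Benjamini-Hochberg adjustment. A gene was called lower or higher at an adjusted p of 0.05 or less. The biological coefficient of variation between replicates was 0.208. Between the replicates of a group, the squared differences per gene were 8.75 to 52.7 times those of counting noise alone, so the spread between pools, not the depth, set the error of most values. Pearson correlations of log2 counts between replicates, taken across genes that are not independent replicates, were 0.968 to 0.982. In a principal component analysis the first component held 84.7% of the variance and separated the stages. The second held 4.61% and separated the 6 control libraries, at 11.4 to 53.9, from the 6 irradiated libraries, at −52.4 to −19.2. An exact permutation test of 3 libraries against 3 cannot give a two-sided p under 10%, so tests of genes rest on the spread that the model pools across genes.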

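In irradiated larvae, 425 genes were called lower and 389 higher than in controls by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In irradiated juveniles, 2297 genes were called lower and 2246 higher. At an unadjusted p of 0.05 or less, the counts were 1969 lower and 2167 higher in larvae and 3734 and 3513 in juveniles. A stricter adjusted p of 0.01 moved these counts most, to 100 lower and 64 higher in larvae and 1086 and 1150 in juveniles. For 5026 genes in larvae (24.2%) and 8453 in juveniles (40.7%), all 3 irradiated libraries lay on one side of all 3 controls, where chance gives 10%. This held for 809 of the 814 genes called in larvae and for 4454 of the 4543 called in juveniles. A log2 fold change of −2 or less was found for 53 of the genes called in larvae and for 268 of those called in juveniles. With an adjusted p of 1e-06 or less required as well, edgeR called 0 genes in either stage, against 143 larval and 314 juvenile genes with such a fold change at an unadjusted p of 0.05 or less. The smallest adjusted p of a gene with a log2 fold change of −2 or less was 4.8e-05 in larvae and 2.7e-06 in juveniles. At the same thresholds, DESeq2's Wald test called 20 larval and 121 juvenile genes from unshrunken fold changes and 18 and 106 from fold changes shrunken by apeglm. The limma voom method called 0 larval genes and 1 juvenile gene.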

RNAseq analysis of irradiated versus non-irradiated identified 20 genes in larvae and 123 genes in juveniles showing significant differential expression (log2 fold change ≥ − 2) and p-adjusted value ≤ 10–6 juveniles (Fig. 7E), with 5 genes that were downregulated at both stages.

**Fig. 7:**
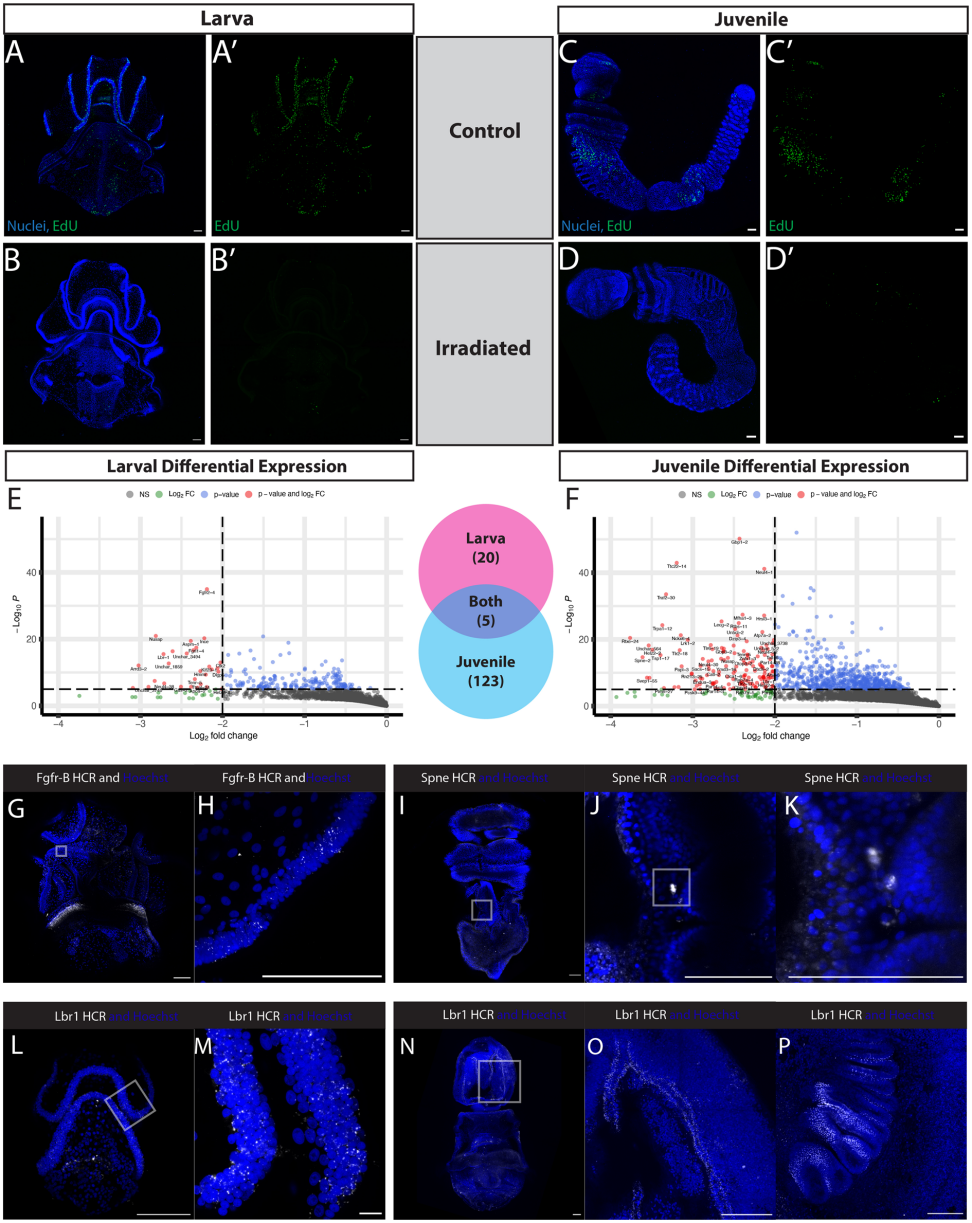
Genetic signature of irradiation sensitive EdU cells in both larvae and juveniles. All; blue = Hoechst, green = EdU; scale bar is 100um. **A** Control larva representing the normal EdU pattern at this stage, representative of 5/5 animals. **B** Experimental larva representing the EdU pattern at this stage after receiving 120 Gy of X-ray irradiation, representative of 5/5 animals. **C** Control juvenile representing the normal EdU pattern at this stage, representative of 4/4 animals. **D** Experimental juvenile representing the EdU pattern at this stage after receiving 200 Gy of X-ray irradiation, representative of 2/2 animals. **E** Volcano plot showing expression differences in control versus irradiated larva. n = 3 for each group. **F** Volcano plot showing expression differences in control versus irradiated juvenile. n = 3 for each group. **G** A larva with HCR probes for Fgfr-B. **H** Higher magnification of ciliary band with Fgfr-B transcripts. **I** A juvenile with HCR probes for Spindle-E. **J**, **K** Higher magnification of Spindle-E transcripts expressed between the ectoderm and the gills bars. **L** A larva with HCR probes for Lbr-1. **M** Inset of H with Lbr-1 transcripts distributed throughout the ciliary band. **N** A juvenile with HCR probes for Lbr-1. **O** Inset of I with Lbr-1 transcripts distributed throughout the lateral grooves. **P** Lbr-1 transcripts distributed in the gill bars

In the larval stage, twenty candidate genes were specific, including *fgfr-B* (fibroblast growth factor receptor B) and a number of genes involved in cell division, such as *ince (*inner centromere protein) [77] *aspm-1* (abnormal spindle microtubule assembly*)* [78–80], and *dlgp5* (disks large-associated protein 5*)* [81, 82] (Additional file 2: S2A). 

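All 20 genes of the larval table (Additional file 2: S2A) were called lower in irradiated larvae by edgeR's quasi-likelihood test, with adjusted p up to 0.0194. Their log2 fold changes ran from −3.12 to −2.09 with a median of −2.38, and for each gene all 3 irradiated libraries lay below all 3 controls. The authors chose the list on these libraries, so these calls are not independent evidence. In juveniles, 16 of the 20 genes were called lower as well. An uncharacterized gene, Unchar_3494, had no read in any of the 6 juvenile libraries, which allows up to 3 counts over a group, and the other 19 had a median log2 fold change of −1.77. Ince (SCA07173 in the files, on chromosome sequence chr9A_Sc2 of the v2.0 genome, 15 exons) had 214 ± 10.2 normalized counts in control larvae (mean ± SD, n = 3) and 44.8 ± 2.21 in irradiated larvae, a log2 fold change of −2.26 (standard error 0.21, adjusted p = 2.5e-04). Aspm-1 (SCA04251, chr3A_Sc2, 22 exons) went from 327 ± 24.5 to 60.1 ± 13.0 normalized counts, with a log2 fold change of −2.43 (standard error 0.24, adjusted p = 4.1e-04). Dlgp5 (SCA01475, chr2A_Sc2, 21 exons) went from 196 ± 28.3 to 44.6 ± 2.15 normalized counts, with a log2 fold change of −2.14 (standard error 0.31, adjusted p = 0.00366). Thinning every library to the smallest total moved these 3 genes most, Dlgp5 to −1.79. The 3 genes were also lower in irradiated juveniles, with log2 fold changes of −1.24 for Ince, −1.77 for Aspm-1 and −2.10 for Dlgp5 (adjusted p = 0.00129, 4.6e-04 and 0.00107). In both stages all 3 irradiated libraries of each of them lay below all 3 controls. Their responses in the 2 stages did not differ detectably by edgeR's test of the difference (adjusted p = 0.0799 for Ince, 0.318 for Aspm-1 and 0.985 for Dlgp5).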

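The juvenile table of the same file lists 123 genes. All 123 were called lower in irradiated juveniles, with log2 fold changes from −3.79 to −2.05 (median −2.50) and adjusted p up to 0.00517 by edgeR's quasi-likelihood test. For every one of them the 3 irradiated libraries lay below the 3 controls, in the libraries from which the list was drawn. In larvae, 24 of the 123 were called lower and 2 higher, with a median of −0.79 over the 119 genes with enough larval reads for a fold change. The 2 genes higher in larvae were Fcgbp-5 (log2 fold change 2.31, adjusted p = 9.9e-04) and Ttc22-14 (2.37, adjusted p = 0.0321). Anln, for anillin (SCA25739, chr13A_Sc2, 16 exons), fell from 136 ± 39.8 normalized counts in control juveniles (mean ± SD, n = 3) to 18.0 ± 10.2 in irradiated juveniles, a log2 fold change of −2.81 (standard error 0.33, adjusted p = 1.8e-04). Of its reads, 12.8% lay in introns and 6.30% had no unique place in the genome. In larvae its log2 fold change was −1.97 (adjusted p = 0.00481). Traf2-30 (SCA05594, chr17A_Sc2, 7 exons) fell from 3122 ± 1005 to 305 ± 54.8 normalized counts in juveniles, a log2 fold change of −3.35 (standard error 0.26, adjusted p = 2.6e-05). Its larval log2 fold change was −1.15 (adjusted p = 0.0313). The larval call is not secure. It was lost with only the larval libraries (adjusted p = 0.0580) and in a replicate block (0.0575), in a range of 0.00126 to 0.0580 over the alternatives that kept every library. The adjusted p was 0.0980 without the third control library, 0.0948 without the second irradiated library and 0.0946 without the third, in a range of 0.0416 to 0.0980 over the 6 larval libraries left out in turn. The juvenile response of Traf2-30 was lower than the larval one by edgeR's test of the difference (−2.20, adjusted p = 0.0119). The table holds 7 genes named for Toll-like receptors 2 and 6, with juvenile log2 fold changes from −3.23 for Tlr2-18 to −2.43 for Tlr2-16. Of their control and irradiated juvenile reads together, Tlr2-16 had 8 uniquely placed reads of 333, and Tlr2-17, Tlr2-18, Tlr2-23 and Tlr6-16 had 0 of 237, 491, 437 and 256, so the counts of these 5 genes depend on how the mapping software shared reads between near-identical copies. Tlr6-19 (SCA10271, chr10A_Sc2, 3 exons), with every read uniquely placed, fell from 193 ± 47.2 to 25.9 ± 10.2 normalized counts, a log2 fold change of −2.83 (standard error 0.29, adjusted p = 8.1e-05).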

In juveniles, 123 genes showed significant differential expression including a potential germline marker *spne-2 (*spindle-E), genes involved in proliferation, such as *anln* (anilin), and genes related to a potential immune response *traf2* (TNF receptor-associated factor 2), *tlr2* (Toll-like receptor 2), and *tlr6* (Toll-like receptor 6) (Additional file 2: S2B).

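Of the genes called lower in larvae, 218 (51.3%) were also called lower in juveniles. The separate lists of the 2 stages in Additional file 2 share 4 genes: Lbr-1, Nusap, Tenr-5 and Unchar_4293. Nusap (SCA15306, chr1A_Sc2, 8 exons) fell from 225 ± 15.4 to 30.6 ± 3.2 normalized counts in larvae (mean ± SD, n = 3), a log2 fold change of −2.86 (standard error 0.26, adjusted p = 2.1e-04 from edgeR's quasi-likelihood test). In juveniles it fell from 91.7 ± 37.8 to 14.8 ± 1.52, a log2 fold change of −2.64 (standard error 0.30, adjusted p = 1.1e-04). Tenr-5 (SCA03157, chr3A_Sc2, 4 exons) fell from 31.9 ± 3.33 to 5.59 ± 3.4 normalized counts in larvae (log2 fold change −2.46, adjusted p = 0.00331) and from 128 ± 14.8 to 23.9 ± 3.73 in juveniles (−2.42, adjusted p = 1.6e-04). Introns held 74.6% of its reads. With exon reads only, a setting chosen after the data had been seen, the larval value was −2.01 from 14 control and 4 irradiated reads and was not called (adjusted p = 0.287, where the other settings gave 1.8e-06 to 0.0770, the largest with thinned libraries, which also lost the call), and the juvenile value was −4.20. Tlr6-1 (SCA02386, chr2A_Sc2, 1 exon) fell from 142 ± 37.3 to 21.8 ± 5.21 normalized counts in larvae (log2 fold change −2.67, adjusted p = 4.2e-04) and from 67.1 ± 7.52 to 16.3 ± 4.24 in juveniles (−2.08, adjusted p = 4.7e-04). Unchar_4293 (SCA26080, chr13A_Sc2, 5 exons, 13.1% of reads in introns) fell from 90.7 ± 25.8 to 20.5 ± 2.11 in larvae (−2.13, adjusted p = 0.00128) and from 363 ± 42.5 to 68.4 ± 17.9 in juveniles (−2.38, adjusted p = 6.0e-05). For each of these genes and stages, all 3 irradiated libraries lay below all 3 controls. At a log2 fold change of −2 or less and an adjusted p of 1e-06 or less in both stages, edgeR called 0 genes and DESeq2's Wald test 7 from unshrunken and 3 from shrunken fold changes.

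**Figure D1:**
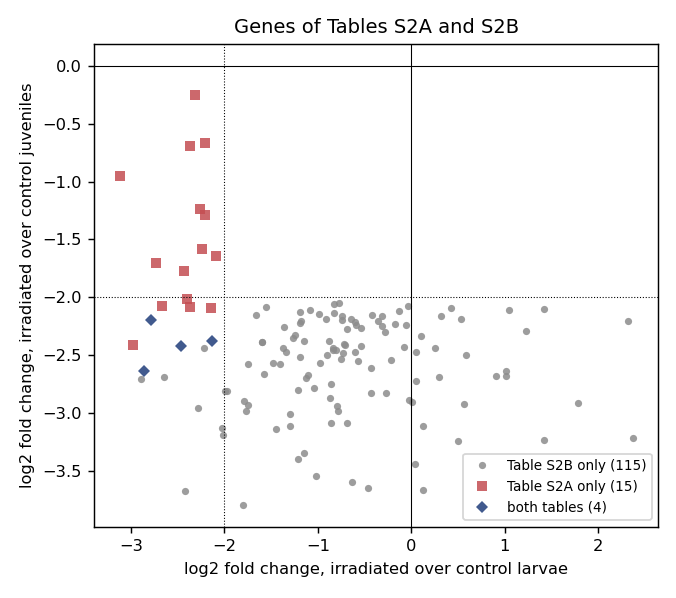
Log2 fold change after irradiation in larvae (x axis) and in juveniles (y axis) of the genes in Additional file 2: S2A and S2B, from edgeR, with dotted lines at −2. Of the points, 115 are genes of the juvenile list only, 15 of the larval list only and 4 of both, and 5 genes are not drawn because they had at most 3 reads in each group of a stage.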

Finally, five genes with differential expression were shared between larva and juvenile: *lbr-1* (Lamin B Receptor), *nusap* (Nucleolar And Spindle Associated Protein 1), *tenr-5* (Tenascin-R), *tlr6-1* (Toll-like receptor 6), and *unchar_4293* (an uncharacterized gene). *nusap* plays a role in spindle microtubule organization and also has been implicated in WNT signaling and metastasis [83]*,* and *tenr-5* (Tenascin-R), which belongs to a group of extracellular matrix proteins, tenascins, which are important in vertebrates stem cell niches for tissue formation, cell adhesion modulation, and the regulation of proliferation and differentiation [84].

Among the larval irradiation-sensitive transcripts, *fgfr-B* was most notable. 

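Additional file 2 holds no gene under the name fgfr-B. It lists a pair of FGF receptor genes among the larval genes, Fgfr2-4 and Fgrl1-4, and both are given here. Fgfr2-4 (SCA19669, chr7A_Sc2, 14 exons) fell from 3341 ± 665 normalized counts in control larvae (mean ± SD, n = 3) to 722 ± 41 in irradiated larvae, a log2 fold change of −2.21 (standard error 0.17, adjusted p = 4.8e-05 from edgeR's quasi-likelihood test). In juveniles it went from 1532 ± 217 to 966 ± 151, a log2 fold change of −0.66 (standard error 0.17, adjusted p = 0.0135). In each stage all 3 irradiated libraries lay below all 3 controls. The juvenile call was lost without the third control library (adjusted p = 0.0561), the first irradiated library (0.0631) or the second (0.0552), in a range of 0.0103 to 0.0631 over the 6 libraries left out in turn. The fall was smaller in juveniles than in larvae by 1.54 on the log2 scale (adjusted p = 0.0113 for the difference), and this difference was called without each of the 12 libraries in turn. Fgrl1-4 (SCA20341, chr7A_Sc2, 4 exons, 25.2% of reads in introns) fell from 204.5 ± 22.7 to 39.3 ± 13.2 normalized counts in larvae, a log2 fold change of −2.37 (standard error 0.25, adjusted p = 4.6e-04). In juveniles it went from 75.8 ± 17.3 to 46.6 ± 9.00, a log2 fold change of −0.69 that was not called (standard error 0.26, adjusted p = 0.0720). That value was called with at least 10 counts required in all 12 libraries (adjusted p = 0.0448) and with thinned libraries (0.0316), and with exon reads only, chosen after the data had been seen (0.0389), in a range of 0.0316 to 0.118 over its alternatives. The difference between the stages was 1.68 (adjusted p = 0.0269), and it was lost with thinned libraries (0.0661), in a replicate block (0.0712) and without 1 of 6 single libraries, where it reached 0.0663.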

FGF receptors in vertebrates are known to regulate cell proliferation, differentiation, and play a key role in pluripotent stem cells [85]. The two hemichordate FGF receptors Fgfr-A and Fgfr-B arose from a hemichordate-specific duplication [86] and in the direct developing hemichordate *Saccoglossus kowalevskii, fgfr-B* is expressed in the endomesoderm at early gastrula stage and also in the ectoderm beginning at late gastrula into later stages [87]. In *S. californicum*, we examined the distribution of *fgfr-B* mRNA and found expression throughout regions, where we also had previously observed EdU^+^ cells, particularly in the ciliary bands (Fig. 7G, H).

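Spne-2 (SCA23604, chr4A_Sc2, 13 exons) fell from 294 ± 158 normalized counts in control juveniles (mean ± SD, n = 3) to 22.1 ± 6.74 in irradiated juveniles, a log2 fold change of −3.68 (standard error 0.44, adjusted p = 2.2e-04 from edgeR's quasi-likelihood test). All 3 irradiated juvenile libraries lay below all 3 controls. In larvae the gene was counted less, with 26.3 ± 15.7 normalized counts in controls and 4.78 ± 2.72 after irradiation. The larval log2 fold change was −2.42 (standard error 0.69) and was not called (adjusted p = 0.0531), although all 3 irradiated larval libraries lay below all 3 controls. The larval fall was called under DESeq2's Wald test (adjusted p = 0.00153), library totals (0.0459), no filter beyond 1 count (0.0471) and unique reads (0.0481), with exon reads only, a setting chosen after the data had been seen (0.0396), and without the second control library (0.0390). The adjusted p ran from 0.00153 to 0.208 over its alternatives and from 0.0390 to 0.165 over the libraries left out in turn. The difference between the stages was −1.25 and was not detectable with these replicates (adjusted p = 0.451).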

In the juvenile transcriptomes, the differential expression of *spne-2 (*spindle-E) was most notable. In *Drosophila melanogaster* spindle-E is involved in the generation of germ cell piwi-interacting-RNAs (piRNAs) and the DExD-box helicase domain of s*pindle-E* is required for silencing of transposable elements in the germline [88, 89]*.* In *S. californicum, spindle-E* was specifically expressed in mesenchymal cells around the posterior of the gills bars (Fig. 7I, K), which is consistent with Vasa expression in *P. flava* [90]. Given that *spindle-E* was expressed in a similar region and has been implicated in germline regulation, we hypothesize that *spindle-E* could potentially be a marker of proliferative germline cells in hemichordates.

The lamin B receptor gene, *lbr-1*, which plays an important role in tethering chromatin, was differentially expressed in the larval and juvenile stages. This suggests it may be a universal marker of proliferative cells in *S. californicum*. 

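Lbr-1 (SCA14614, chr1A_Sc2, 13 exons) fell from 199.9 ± 21.5 normalized counts in control larvae (mean ± SD, n = 3) to 28.3 ± 10.3 in irradiated larvae, a log2 fold change of −2.78 (standard error 0.32, adjusted p = 7.5e-04 from edgeR's quasi-likelihood test). In juveniles it fell from 69.0 ± 27.3 to 15.8 ± 4.71, a log2 fold change of −2.20 (standard error 0.36, adjusted p = 9.8e-04). In each stage all 3 irradiated libraries lay below all 3 controls. The response did not differ detectably between the stages (difference 0.59, adjusted p = 0.544). With each library of a stage left out in turn, the log2 fold change stayed between −3.03 and −2.54 in larvae and between −2.44 and −1.86 in juveniles.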

There are two types of chromatin attachment to lamina, one type is executed by the lamin B receptor in embryonic and non-differentiated cells, and the other by specific lamin a/c binding proteins in differentiated cells [91]. Previous work in ascidians and echinoderms has identified *lbr-1* orthologs and suggested that this gene may be unique to deuterostomes [92]. We examined the expression of *lbr-1* in larvae and found it localized in the ciliary bands (Fig. 7L, M), which we previously demonstrated were regions of active cellular proliferation (Fig. 3A). Similarly, at the juvenile stage we found *lbr-1* expression in a similar territory, where we had observed the distribution of EdU^+^ cells (Figs. 5F, 6B, C), such as the lateral grooves in the proboscis (Fig. 7N, O) and in the gill bars (Fig. 7P). Our findings suggest that expression of *lbr-1* might serve as a useful marker of labeling proliferative cells across both life history states.

Finally, the classic multipotency or germline multipotency factors, such as *piwi, vasa,* and *nanos*, [71, 76] did not have significant differential expression (Additional file 2: S2C, D). Instead, what we recovered were genes related more to specific proliferative populations (*fgfr-B, spne-2,* and *lbr-1)* and thereby, revealed a possible heterogeneity among proliferative progenitor cells.

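Additional file 2 names 4 such genes, which carry other names in the deposited files and were matched by their mean counts: Piwi-1 is Piwl1-1 (SCA20789, chr16A_Sc2, 20 exons), Piwi-2 is Piwl1-2 (SCA24986, chr6A_Sc2, 19 exons), Vasa is Ddx4 (SCA00443, chr8A_Sc2, 16 exons) and Nanos is Nano1 (SCA19869, chr7A_Sc2, 1 exon). By edgeR's quasi-likelihood test, 0 of the 4 genes were called in either stage, over all genes tested and also adjusted over the list alone. DESeq2's Wald test and limma voom also called 0, and 2 larval values had an unadjusted p under 0.05. Ddx4 had 41.8 ± 21.3 normalized counts in control larvae (mean ± SD, n = 3) and 42.1 ± 9.44 in irradiated larvae, a log2 fold change of 0.0091 (95% interval −0.83 to 0.85, adjusted p = 1). In juveniles it had 25.1 ± 8.44 and 23.4 ± 6.05, a log2 fold change of −0.10 (−1.0 to 0.80, adjusted p = 0.896). The sign of the Ddx4 change is not settled: median-of-ratios size factors gave −0.0040 in larvae, and leaving out single libraries gave −0.29 to 0.52 in larvae and −0.38 to 0.16 in juveniles. Piwl1-1 had 37.9 ± 23.9 and 51.9 ± 13.4 in larvae (log2 fold change 0.40, −0.38 to 1.17, adjusted p = 0.589) and 159 ± 24.5 and 128 ± 24.5 in juveniles (−0.32, −0.99 to 0.35, adjusted p = 0.505). Piwl1-2 had 135 ± 22.9 and 201 ± 62.1 in larvae, a log2 fold change of 0.57 (0.038 to 1.11, unadjusted p = 0.0377, adjusted p = 0.221, 0.0929 over the list alone). In juveniles its log2 fold change was 0.48 (−0.075 to 1.04, adjusted p = 0.206). Nano1 fell from 1272 ± 574 to 845 ± 143 in larvae, a log2 fold change of −0.59 (−1.16 to −0.012, unadjusted p = 0.0465, adjusted p = 0.243, 0.0929 over the list alone). In juveniles it had 1119 ± 83.7 and 783 ± 117, a log2 fold change of −0.51 (−1.09 to 0.064, adjusted p = 0.194), and only here did all 3 irradiated libraries lie on one side of the controls. The juvenile libraries fitted alone called Nano1 lower (adjusted p = 0.0321, in a range of 0.0321 to 0.226 over its alternatives). Without the third control library of larvae, Nano1 was called lower in both stages (adjusted p = 0.0327 in larvae and 0.0487 in juveniles). Each interval gives the changes that these replicates leave open for that gene, and over the 4 genes the intervals reach from −1.16 to 1.17.

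**Figure D2:**
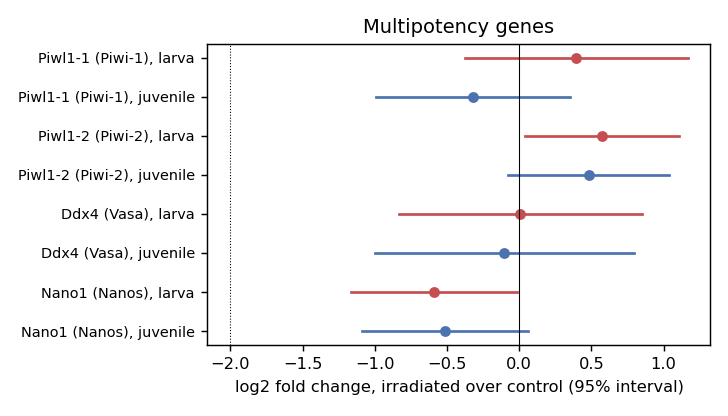
Log2 fold change after irradiation of Piwl1-1, Piwl1-2, Ddx4 and Nano1, in larvae (red) and juveniles (blue), with 95% intervals from edgeR, and a dotted line at −2. No interval reaches −2.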

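The deposited names do not settle whether fgfr-B is Fgfr2-4 or Fgrl1-4. Fgfr2-4 and Lbr-1 were called lower in both stages, Fgrl1-4 in larvae only and Spne-2 in juveniles only. A difference between the stages was detectable for Fgfr2-4 and Fgrl1-4. In the paper the multipotency genes did not change significantly. It recovered instead fgfr-B, spne-2 and lbr-1, which it relates to particular populations of dividing cells and also localized in tissue. From these results it proposes that the proliferative progenitor cells may be heterogeneous.

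**Figure D3:**
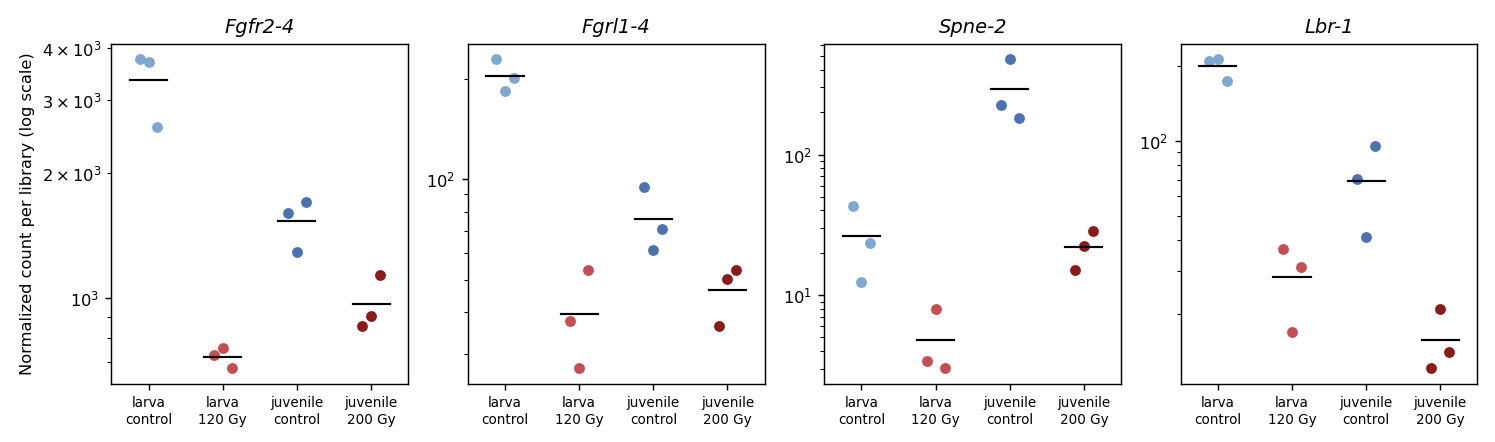
Normalized counts (log axis) of Fgfr2-4, Fgrl1-4, Spne-2 and Lbr-1 in control and irradiated larvae and juveniles. Points are libraries (3 per group, pools of 5 animals) and bars are means, and every irradiated library lies below every control of its stage.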

### Cell death remodels larval tissue at metamorphosis

After an investigation of cell proliferation throughout the life cycle and metamorphosis of *S. californicum,* we next tested if patterns of proliferation were correlated with patterns of cell death. One larval structure that is lost or extensively remodeled at metamorphosis is the circumoral ciliary band, also called the longitudinal ciliary band, a larval specific feeding structure [57, 61] that is not retained in the juvenile. We investigated the distribution of cell death with TUNEL (terminal deoxynucleotidyl transferase dUTP nick end labeling), which detects breaks in DNA as a proxy for cells undergoing apoptosis [93]. The TUNEL assay labels all free 3′-hydoxyl termini meaning that TUNEL staining will detect apoptosis, programmed cell death, but also necrosis [94, 95]. We overcame previously limitations of TUNEL detection by taking advantage of Click-iT technology, which utilizes a modified dUTP with a small, bio-orthogonal alkyne moiety (EdUTP) and a copper catalyzed covalent click reaction between that alkyne and a picolyl azide dye [96, 97].

Throughout larval development and in late larva we detected few TUNEL^+^ cells, suggesting very limited cell death at larval stages (Additional file 3: S3A–C). However, once metamorphosis began, indicated by the thickening of the larval epithelium, there was a large increase in TUNEL^+^ cells (Fig. 8B). TUNEL^+^ cells were distributed broadly throughout the ectoderm, with most of them on either side of the developing dorsal cord, and in and around the circumoral ciliary band (Fig. 8C). The circumoral ciliary band was labelled with many TUNEL^+^ cells, supporting the morphological observation that this structure begins to break down at this stage. There were a small number of TUNEL^+^ at the anterior end of the protocoel (Additional file 3: S3D, E). TUNEL^+^ cells were also absent from the gut at this stage, which is consistent with the morphological observation that the gut is maintained throughout the transition from larvae to adult [35]. To confirm adequate penetration of the TUNEL labeling into the deeper tissue layers, we performed a positive control by artificially nicking the ends of DNA with DNAse-1 (Additional file 3: S3G, H).

**Fig. 8:**
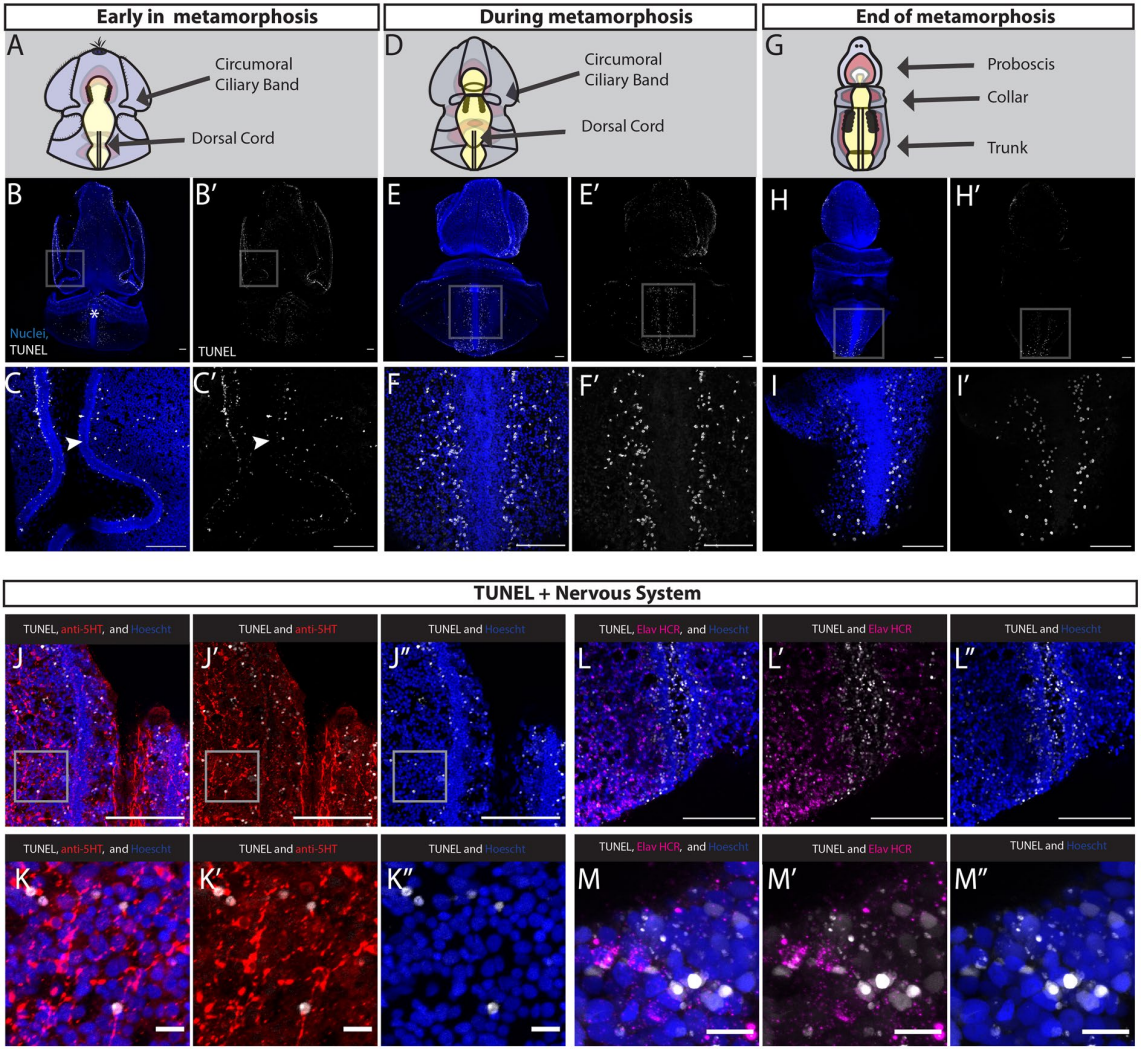
Cell death throughout the metamorphosis of *S. californicum.* All: anterior up; blue = Hoechst, grey = TUNEL; scale bar is 100um. Schematics of early in metamorphosis (**A**), during metamorphosis **(D**), and end of metamorphosis (**G**) with key structures labeled. **B** Start of metamorphosis with an increase in TUNEL^+^ cells. **C** Highlights regions of (**B**), specifically around lateral grooves. **E** Middle of metamorphosis. **F** Highlights regions of **E**, specifically around the dorsal cord. **H** End of metamorphosis. **I** Highlights regions of (**H**), specifically around the dorsal chord and collar. **J** Overlap of serotonin^+^ cells and TUNEL^+^ cells. **K** Inset of (**G**), highlighting TUNEL^+^ and serotonin^+^ positive cells. **L** Overlap of Elav^+^ cells and TUNEL^+^ cells. **M** Inset of (**L**), highlighting TUNEL^+^ and Elav^+^ cells

At the mid-metamorphosis stage, TUNEL^+^ cells were distributed throughout the epidermis and continue to label the disintegrating ciliary bands that fuse with each other (Fig. 8E). At this stage we continued to detect very few TUNEL^+^ cells in the mesoderm and endoderm. The other region of the ectoderm, where the greatest number of TUNEL^+^ cells were found is directly lateral to the dorsal nerve cord (Fig. 8F), a region where we observed many proliferative cells at the same stage. These general patterns that we see on the dorsal side are broadly similar to what was observed on the ventral surface with TUNEL^+^ cells distributed in the ciliary bands and broadly in the ectoderm but excluded from the ventral nerve cord (Additional file 3: S3F). The presence of TUNEL^+^ cells in and around the ciliary bands was consistent with a previous observation that the circumoral ciliary band degenerates and the serotonergic nervous system in this region undergoes extensive reorganization during metamorphosis, as neurite bundles that are present in the ciliary grooves disappear as the ciliary bands fuse [35, 98, 99].

At the end of metamorphosis, there were fewer TUNEL^+^ cells detected. In the anterior, there were very few TUNEL^+^ cells in either the ectoderm or mesoderm (Fig. 8H). Those TUNEL^+^ cells that remain were scattered throughout the epidermis in the proboscis, but no longer in the lateral grooves, which from our EdU study we have observed becoming proliferative at this stage (Fig. 5F). In the posterior, the remaining TUNEL^+^ cells were detected on either side of the dorsal cord, most prominently in the posterior, where the larval epidermis had compacted (Fig. 8I).

To understand the interaction of cell death with the nervous system, we examined serotonin localization along with TUNEL early in metamorphosis and found there is colocalization of serotonergic^+^ cells with TUNEL^+^ cells (Fig. 8J, K). We also examined expression of *elv*, a pan-neuronal marker, with TUNEL (Fig. 8L, M) and found several colocalized *elv*^+^ and TUNEL^+^ cells at the edge of the epidermis. Our findings suggest that portions of the larval nervous system undergo cell death at metamorphosis and that the nervous system of the anterior ciliary bands may not be maintained in the juvenile body plan as previously proposed [66].

Overall, from our characterization of cell death, we found that an increase in TUNEL^+^ cells correlated with metamorphosis. We observed TUNEL^+^ cells broadly distributed in the epidermis and that their restriction over time, from anterior to posterior, correlated with the morphological observation of an anterior to posterior temporal progression of ectodermal thickening [35]**.** While we cannot rule out additional forms of tissue remodeling or histolysis, our findings suggest that cell death plays an important role in remodeling larval structures specifically in the anterior ciliary bands, which fused during metamorphosis.

## Discussion

While the development of an adult by transformation of a larva is very common in bilaterians, we understand very little about the details of how this process occurs at a cellular level, particularly given how the process of metamorphosis differs across groups with different life history strategies [11, 100–102]. This study in the hemichordate *S. californicum* focuses on characterizing the patterns of cellular proliferation and cell death during the two different life history stages and during metamorphosis. Unlike the model species *D. melanogaster*, where metamorphosis results in a major histolysis of larval tissues and the adult emerging from imaginal discs [103], morphological studies in *S. californicum* [35]*,* and indirect developing hemichordates broadly [36], suggest that metamorphosis occurs by remodeling of larval tissues and the transformation of larva into the adult. Our work illustrates the similarities and differences in patterns of proliferation and cell death across distinct life history states in *S. californicum* revealing how and when these unique body plans form.

### The larval body plan shaped by proliferation

For an organism with indirect development, rapid growth of the larva is essential. Eggs are small, yet juvenile size at metamorphosis is a good indicator of individual fitness, so larval growth before metamorphosis is critical [13, 104]. We observed in early larval development (Fig. 1B) that the tornaria larva is formed primarily through cell proliferation and limited amounts of cell death (Figs. 2, 3, Additional file 3: S3A–C). The patterns of proliferation we observed highlight regional differences of growth; EdU^+^ cells were distributed throughout the larval epidermis, the gut, and prominently in the ciliary bands (Figs. 2A, 3A). At this stage in larval development, we observed little cell death with the use of the TUNEL assay (Additional file 3: S3A). There were some TUNEL^+^ cells distributed throughout the larva, but it does not appear that these cells were concentrated to any structure or tissue. While cell death in bilaterian larval development has not been surveyed broadly across taxa, cell proliferation in larval development has been assessed in a number of marine larvae and the patterns we observe in *S. californicum* confirms and extends what has been found in other species [58].

### Origin of the adult body plan begins in the late larva

The morphological discontinuity between larvae and adults has been a consistent source of great curiosity for zoologists [30, 36, 105]. While metamorphosis is often thought of as the time when the adult animal emerges from the vestiges of larval anlage, cell proliferation may precede more overt morphological change at metamorphosis. In the late larva (Fig. 1D) of *S. californicum*, specific regions of the developing adult body are characterized by cell proliferation prior to the organism undergoing the transition from planktonic to benthic during metamorphosis (Fig. 4). At this stage, larvae are competent [9] to begin metamorphosis, but may remain as swimming tornaria for weeks or months. This is most obvious in the proliferation of the coeloms: the protocoel, mesocoel, and metacoel that give rise to the proboscis mesoderm, collar mesoderm, and trunk mesoderm, respectively (Fig. 4H–L). The formation of some of these morphological landmarks prior to metamorphosis has been described previously in *S. californicum* [35] and in enteropneusts broadly [36, 65, 99, 105] but our study clarifies that these structures originate via broad proliferation. Our work describing the patterns of proliferation illustrates the importance of proliferation in the origin of these tissues prior to the start of metamorphosis and supports long-standing hypotheses that the initiation of adult structures before metamorphosis is essential in preparing an organism for a major life history transition [2, 105, 106].

In indirect developing species, questions of adult origins revolve around when and where. The timing of adult formation in the sea urchin *Strongylocentrotus purpuratus* had been described as occurring through “set-aside cells” in which the juvenile grows from a small rudiment within the larval body from a population of sequestered cells [17]. Instead of a cellular identify definition of “set-aside cells”, we prefer a broader concept of heterochrony [107, 108] or “deferred development”, which focuses on timing of specification and terminal differentiation of some cell populations relative to others [109]. The paradigm of heterochrony or “deferred development” frames the adult development of S. *californicum* as more similar to the delayed life history shift of marine annelids than that of sea urchins [110–112]. In *S. californicum*, we observe this deferral of the adult in the late larva, where proliferation of structures of the adult body plan occurs *prior* to the start of metamorphosis (Fig. 4).

### Metamorphosis integrates cell proliferation and cell death

We found that cell death correlated with the onset of metamorphosis, and regionalized cell proliferation that began during late larval development continues into the adult. Cell death was detected in regions, where larval specific structures were remodeled (Fig. 8B, C) and likely is important in shaping the morphogenesis of emerging adult structures, such as the dorsal cord of the forming adult nervous system (Fig. 8E, F, H, I). Clearly the onset of adult morphogenesis, and the initiation of overt metamorphosis, results in a major shift in the patterns of proliferation and cell death.

Cell death within larval-specific structures has long been implicated in studies of metamorphosis, indeed one of the first recorded observation of apoptosis was in the metamorphosis of the toad, *Alytes obstetricans*, in which it was noted that cells of the notochord disappear and are replaced by cells of the vertebrae [113]. Since then, there have been important findings about the role of cell death during anuran metamorphosis that have extended the importance of timing in this process [114–116]. The mechanism of metamorphosis in insects such as butterflies and fruit flies have also provided important comparative perspectives into the role of programmed cell death as a key event in this process [117, 118]. Finally, cell death is implicated in the metamorphosis of marine invertebrates as they transition from planktonic larvae to benthic juveniles [119], in particular in the remodeling of the larval nervous system in gastropods [120, 121]. In *S. californicum* we detected TUNEL^+^ cells at the start of the morphological metamorphosis, most obviously around the anterior ciliary bands, which were involved in larval feeding, and fuse during metamorphosis (Fig. 8B). This is similar to what has been observed in sea urchins, where apoptotic cells were detected in the arms and ciliary bands of competent larvae [122–124]. Similar to what has been observed in the enteropneust *P. flava* [66]*,* in *S. californicum* the serotonergic neurons associated with ciliary bands are lost at metamorphosis and we observed TUNEL and serotonin double-positive cells suggesting cell death is one way these systems may change at metamorphosis (Fig. 8J, K).

While cell death plays an important role in removing larval-specific structures at metamorphosis, it may also be involved in sculpting larval tissue during metamorphosis, reminiscent of digit development in vertebrates [125], and the formation of leg joints and head segments in *D. melanogaster* [126]. One defining feature of metamorphosis in *S. californicum* is an overall decrease in size that occurs from anterior to posterior. Our finding that cell death proceeds from the anterior to posterior in the dorsal epidermis (Fig. 8E, F) suggest this might be an important process in integrating and removing larval tissue, similar to the apoptosis observed in the mouse paw or fly larva [127]. However, a more complete picture of the type of cell death, apoptosis or necrosis, or programmed cell removal [128] would need to be tested more rigorously with more sophisticated functional approaches. Overall, while we find that cell death occurs both in larval-specific structures but also broadly in larval tissue during metamorphosis, there are also regions with more limited cell death, such as the anterior ectoderm, collar ectoderm, and tripartite gut, leading to the possibility that not all larval cells die and may instead incorporated into the adult body plan. Our characterization of cell death in *S. californicum* supports classical morphological descriptions that enteropneusts do not have a “catastrophic metamorphosis” [129], and is now confirmed at a cellular level.

### Proliferative patterns of growth differ in the adult body plan, as do the markers of these proliferative populations

Juvenile *S. californicum* (Fig. 1J) have distinct patterns of growth—proliferation continues to be enriched in structures that were not functionally part of the larva. The dorsal and ventral cords, gill bars, proboscis ectoderm and lateral groove are all clear examples of regional proliferation of adult structures (Fig. 6B, Additional file 1: S1F). We also looked later in juvenile development and found that proliferation was most striking in the trunk region of the animal that continues to grow (Fig. 6F). This pattern of post-metamorphic growth is reminiscent of the posterior axis elongation by an extended period of posterior growth described in the direct-developing hemichordate *S. kowalevskii* [68].

Given that patterns of cell proliferation differed between larvae and juveniles, we wanted to test whether the genetic signature of proliferative cells was similar or different between the life history states, and if there were specific populations of pluripotent stem cells or broad populations of proliferative progenitors. In organisms such as colonial ascidians [130], acoels [131], flatworms [132, 133], cnidarians [134, 135] and sponges [136], adult stem cells retain the potential to produce both the germline and several somatic cell types, and suggest that there may be an ancestral animal stem cell [137]. We did not recover a clear pluripotent stem cell population, in contrast to organisms with clear neoblast populations, such as platyhelminthes and acoels [71]. Genes associated with multipotency or germline multipotency also did not have significant differential expression (Additional file 4: S4C, S4D). Instead, we found differential expression of genes, such as *lbr-1* in both larvae and juveniles, pointing towards the importance of chromatin state independent of the type of proliferative cell. It was previously suggested that the patterns of *lbr* and *lamA/C* expression in a number of different mammalian cell types may be indicative of peripheral heterochromatin tethers regulating differentiation and perhaps this is a larger uniting trend across deuterostomes [91].

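The larval response of cell division genes was also tested as a set. Of 122 cell division names listed before the counts were seen, 72 were found in the files, and 80 of their genes were tested. In irradiated larvae 71 of the 80 genes had a log2 fold change below 0, with a median of −0.79, and 26 were called lower and 0 higher by edgeR's quasi-likelihood test. The set was lower than other genes by limma's camera test, which assumes a correlation of 0.01 between genes (adjusted p = 2.5e-21). It was also called by the fry test (adjusted p = 2.6e-04) and by camera with an estimated correlation (0.0237). Of the alternatives, leaving out the second control library moved the median most, to −0.64. A set of 95 DNA damage response genes, also listed beforehand, did not change detectably in larvae, with a median of −0.070 and a mean of −0.059 (camera adjusted p = 0.455; fry, whose direction was up, 0.936). In it 2 genes were called lower and 7 higher.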

When we looked at the differential expression in irradiated vs. non-irradiated larvae, we found a relatively limited number of significantly differentially expressed genes, such as those involved in cell division (such as *ince, asmp-1, dlgp5*) and most interestingly *fgfr-B* (fibroblast growth factor receptor B). A similar approach in the parasite *Schistosoma mansoni* found FGF receptors were downregulated in response to irradiation, and further showed that the inhibition of FGF signaling with RNAi resulted in reduced EdU incorporation and down regulation of cell-cycle-associated transcripts [138]. In juvenile animals, while we did recover the expression of what may be a germline specific marker in *spindle-E*, there were also a number of transcripts from our irradiation experiment that suggest a potential immune response, such as *traf2*, *tlr2* and *tlr6*. 

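In juveniles the immune genes were tested as 2 sets fixed before the counts were seen. The first set, 143 genes under 34 innate immune names found in the files, had a median log2 fold change of −0.44 after irradiation. In it 102 genes lay below 0, and 49 were called lower and 3 higher by edgeR's quasi-likelihood test (camera adjusted p = 1.2e-06, fry 2.2e-05, camera with an estimated correlation 0.0237). The second set, 94 tested genes of the TRAF2, TLR2 and TLR6 families, had a median of −0.83. The paper names these families for members that fell in the same libraries, so this set is not independent evidence. In it 79 genes lay below 0, and 32 were called lower and 1 higher (camera adjusted p = 2.4e-09, fry 4.7e-05, estimated correlation 0.0237). Leaving out the third juvenile control library moved the median of the families most, to −0.65, and unique reads alone gave −0.67. In larvae the medians were smaller, −0.10 for the immune set and −0.27 for the families (camera adjusted p = 0.0345 for each), or −0.28 for the 91 family genes with enough larval reads. With an estimated correlation neither larval set was called (0.183 and 0.328), and fry called the immune set only (0.0336, against 0.103 for the families). The juvenile response was lower than the larval one, by a median of −0.48 in the immune set and −0.65 in the families (camera adjusted p of the difference 2.9e-05 for each, fry 0.00191 and 0.00632). With an estimated correlation the difference was called for the immune set (0.0359) and not for the families (0.0818).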

We conclude that the differential expression of these genes is likely related less to the depletion of irradiation-sensitive transcripts and more likely an immune reaction in response to the irradiation.

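Over both immune sets, 237 genes were tested, and edgeR's quasi-likelihood test called 81 of them lower and 4 higher in irradiated juveniles. Cell division genes were also lower in juveniles, with a median of −0.64 over 80 genes, of which 33 were called lower and 1 higher. This set was called by camera (adjusted p = 1.1e-07) and by fry (8.7e-04), and not by camera with an estimated correlation (0.156). DNA damage response genes had a juvenile median of 0.069 and a mean of 0.098, with 6 called lower and 13 higher. This set was not called by camera (adjusted p = 0.175; estimated correlation 0.454), and was called higher by fry (0.0159) and under DESeq2's Wald test (0.0378).

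**Figure D4:**
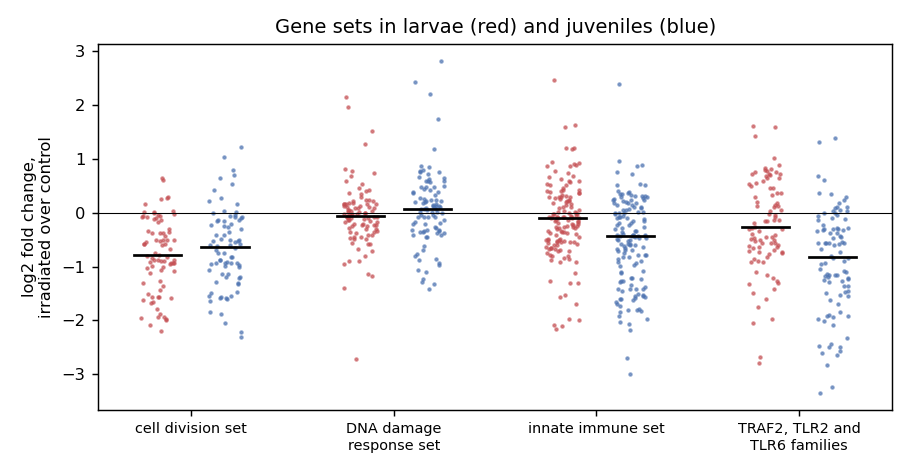
Log2 fold change after irradiation (y axis) of the genes of each set, in larvae (red) and juveniles (blue). Points are genes with more than 3 reads in a group of the stage, and black lines are medians of all genes tested. In juveniles the median lies below 0 for the cell division set and both immune sets and at 0.069 for the DNA damage response set.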

While additional work will need to be done to determine if markers, such as *fgr-B* and *spindle-E* are lineage and life history-specific proliferation markers, our results certainly support the hypothesis that formation of larval and juvenile structures draws on distinct sets of proliferative populations. 

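The difference between the stages was tested for every gene. For 722 genes the juvenile response differed from the larval one at an adjusted p of 0.05 or less by edgeR's quasi-likelihood test, 333 with a lower and 389 with a higher juvenile log2 fold change, against 4081 genes at an unadjusted p of 0.05 or less. DESeq2's Wald test moved this count most upward, to 1496, and leaving out the first juvenile control library moved it most downward, to 210. Of the 20 genes in the larval table, 4 differed between the stages: Fgfr2-4, Fgrl1-4, Arrd3-2 and Garem-1. Of the 123 genes in the juvenile table, 41 differed. Both stages also shared part of the response, with 186 genes called higher in both and 15 called in opposite directions. Across the genes tested, the log2 fold changes of the stages had a Pearson correlation of 0.251 and a Spearman correlation of 0.296, where genes are not independent replicates. Since each stage had its own dose, a difference between the stages is also a difference between the doses.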

The strong focus on species with direct development may miss some interesting regulatory features of distinct proliferative cell populations related to the development of complex life cycles. For a fuller understanding of developmental diversity and how it has shaped animal body plans, we need both a broader phylogenetic sampling but also greater representation of complex developmental strategies.

### Integration of larval and adult body plans

Our study of the balance and timing between cell proliferation and cell death illustrates that adult morphological elements proliferate prior to the start of metamorphosis, and that the onset of metamorphosis correlates with the onset of cell death. However, this study has also raised more questions, particularly the mysterious fate of most larval cells that are seemingly maintained through the threshold of metamorphosis. The most provocative and exciting possibility is the potential of larval cells taking on new identities in the adult body plan. In sea urchins, which were the key example of catastrophic metamorphosis with set-aside cells, the organization of the larval epithelium is preserved as regionalized apoptosis occurs in the larval arms that are resorbed [124]. Morphological studies of other echinoderms such as sea cucumbers and cidaroids suggest that much of their larval epidermis is maintained into the juvenile stage and is not lost at metamorphosis [139, 140]. Even in examples, such as nemerteans, which are described as “maximally-indirect developers'' [141], we now know that the cells that create the imaginal discs also contribute to the larval body [142]. Even in *D. melanogaster* with its specialized imaginal disc cells, differentiated larval tracheal cells become proliferative and form the adult trachea and also adult-specific air sacs [143, 144]. In the tobacco hornworm, *Manduca sexta,* differentiated cells of the larval legs contribute to the adult legs [145]. Perhaps this linkage between larval and adult cells is quite common. While genetic tools would need to be developed to study this in detail, studies of transformational metamorphosis have the potential test whether transdifferentiation of cell types occurs as part of normal ontological development in organisms with complex life histories. If this is indeed true, we are left with a tantalizing question, when many larval cells remain, how do they take on the appropriate function in the adult?

Almost all our understanding of adult development comes from direct developers, where the adult body plan emerges from the embryo. Despite the prevalence and phylogenetic breadth of species that represent indirect development, we understand very little about how adult development occurs by transformation. Clearly a greater focus is needed on the range of development strategies that characterize metamorphosis in metazoans. Only through this broader sampling of life history strategies can we hope for a more comprehensive understanding of the developmental mechanisms responsible for adult body plan formation.

## Conclusions

Our study describes cell proliferation and cell death through the development of the indirect developing *S. californicum*. This species has distinct larval and adult body plans and like other indirect-developing hemichordates [31, 33, 98] a metamorphosis that is more transformational than catastrophic. Our data represent a cellular investigation into the common, yet understudied, bilaterian developmental strategy of formation of adult body plan by transformation of a larval body plan. Despite the prevalence of this life history strategy, we have little developmental insights into how this process occurs. Our study uncovered that the broad proliferation of adult body plan components starts prior to any overt metamorphosis. Although cell death was a prominent feature of metamorphosis and adult body plan development, it is unlikely that the entire cell complement of the adult can be explained by larval cell death and proliferation of a distinct adult stem cell population. Future studies will be needed to clarify the fate of larval cells through metamorphosis. Altogether, our study establishes a cellular characterization of the formation of larval and adult body plans and transitions through metamorphosis in *S. californicum,* an important species for understanding this transformational process through the lens of cell, developmental, and evolutionary biology.

## Methods

### Collecting, spawning, and larval rearing

Adult *Schizocardium californicum* were collected in Morro Bay State Park, California, in a mudflat located at 35°20′56.7″N 120°50′35.6″W with appropriate state permitting. Animals were spawned as described in [35] with individual females transferred in bowls of filtered seawater and placed in an illuminated incubator at 24–26 °C. Once hatched, larvae were transferred to 1 gallon glass jars with continuous stirring and fed larvae with a 1:1 mix of *Dunaliella tertiolecta* and *Rhodomonas lens*. Every two to four days, containers are washed, water was replaced with clean filtered seawater, and fresh algae was added. To grow larger numbers of animals, some larvae were placed on a continuous flow-through system by being transferred into diffusion tubes [146]. Once animals began metamorphosis, they were transferred into glass bowls with terrarium sand.

### EdU labeling

Labeling and detection of proliferating cells were performed using the Click-it Plus EdU 488 Imaging Kit (Life Technologies), with the following modifications. Larva and juvenile worms were cultured in FSW supplemented with 10 μM EdU diluted from a 10 mM stock in DMSO. Unless otherwise noted, animals were pulsed for 30 min with EdU then fixed with 3.7% paraformaldehyde in MOPS fix buffer (0.1 M MOPS, 0.5 M NaCl, 2 mM EGTA, 1 mM MgCl2, 1× PBS) for 1 h at room temperature (RT). For detection of EdU incorporation, labeled embryos were transferred to a solution of PBS and the detection was performed following the manufacturer’s protocol with an increased permeabilization time in 0.5% Triton® X-100 in PBS of 40 min and an increased detection time of 45 min.

### TUNEL detection

Detection of apoptotic cells were performed using the Click-iT Plus TUNEL Assay for in situ apoptosis detection with Alexa FluorTM dyes, with the following modifications. Animals were fixed with the standard protocol (3.7% paraformaldehyde in MOPS fix buffer), washed twice in 1 × PBS and permeabilized with proteinase-K for 15 min at room temperature. TdT reaction mixture was incubated for 60 min at 37 °C and Click-iT Plus reaction was carried out for 30 min at 37 °C.

### Antibody labeling

Fixation and antibody labeling was performed as described previously [35]. To visualize proliferative cells, we used a rabbit polyclonal anti-histone H3 (phospho S10) (Abcam ab5176) diluted 1:200 in blocking solution. To visualize cilia, we used a mouse monoclonal anti-acetylated tubulin antibody (Sigma T7451) diluted 1:400 in blocking solution. To visualize the serotonergic nervous system, we used a rabbit anti-serotonin antibody (Sigma S5545) diluted 1:300 in blocking solution. Secondary antibodies (ThermoFisher, Alexa Fluor) were added at 1:1000 dilution to the blocking solution.

### Imaging

Nuclei were stained with Hoechst 33,342 (1:1000) in PBS and mounted in PBS using coverslips elevated with clay feet. For juvenile worms, samples were transferred into 50% glycerol for 30–60 min, then 70% glycerol for imaging. Samples were imaged on a Zeiss LSM 700 with 10X, 20X and 40× objectives. For samples larger than the field of view, maximal intensity projections from several stacks were stitched together (Fiji).

### Irradiation and transcriptional profiling

Larva and juvenile worms were exposed to 120 and 200 Gy of X-ray irradiation on a CellRad Faxitron source. Animals were cultured in FSW after irradiation for 3 days and purified total RNA was prepared from pools of 5 animals using Qiagen RNeasy. Three independent biological replicates were performed for both control and irradiated experimental groups. Individually tagged libraries for RNA-seq were prepared (Nugen-Tecan Genomics Universal mRNA-seq Kit), pooled in a single lane, and 75-bp pair-reads were generated using an Illumina HiSeq2000 at the Chan-Zuckerberg Biohub. 

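Per library, 10186118 to 36698649 reads were mapped, as calculated from the deposited counts and RPKM values, and 73.5% to 81.3% of them were counted on genes. The deposited gene counts include reads in introns, which made up 4.42% to 6.29% of the counts of a library. Reads without a unique place in the genome made up 2.13% to 3.33% of the counts, and 2.64% over all libraries. At least 1 read was counted on 22080 to 24669 genes per library. The most abundant gene was Vit6 in 11 libraries and Apob-1 in the other, and it held 1.57% to 3.75% of the counts. The 10 most abundant genes together held 9.34% to 12.9%.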

The resulting reads were mapped to the annotated *S. californicum* genome (v2.0) using CLC Genomics Workbench (CLC Bio) and differential expression was conducted with DeSeq2. *apeglm* was used for log fold change shrinkage [147] and *v*st (variance stabilizing transformation) was used for visualization [148].

### In-situ hybridization

Samples were relaxed using 3.5% MgCl2 prior to fixation and fixed in 3.7% formaldehyde in MOPS fix buffer for 1 h at room temperature (RT), washed in fix buffer, dehydrated in 100% ethanol and stored at − 20 °C. Genes were amplified from stage specific cDNA with random hexamers and cloned into pGEM-T Easy (Promega). Digoxygenin labeled antisense probes were synthesized using SP6 or T7 RNA polymerase (Promega). In situ hybridization was performed a combination of what has been described previously [52, 149]. RNA probes were diluted to 0.1–1 ng/ml and hybridized overnight at 60 °C and visualized using an Anti-DIG AP antibody and TSA-Cy3.

### In situ HCR version 3.0.

Complementary DNA sequences specific to genes of interest were submitted to the in situ probe generator from the Ozpolat Lab [150]. Gene orthology was determined by collecting sequences of interest from related species and then building gene trees. Sequences were aligned with MUSCLE [151] and trees were calculated with Bayesian inference trees using MrBayes version 3.1.2 [152] in 1,000,000 generations with sampling of trees every 100 generations and a burn-in period of 25% (Additional file 4: S4). The sequences generated by the software were used to order DNA oligo pools (50 μmol DNA oPools Oligo Pool) from Integrated DNA Technologies, resuspended to 1 μmol/μl in 50 mM Tris buffer, pH 7.5. HCR amplifiers with fluorophores B1-Alexa Fluor-546, B2-Alexa Fluor-488, and B3-Alexa Fluor-647 were ordered from Molecular Instruments, Inc. The HCR was performed based on Choi et al., 2018 and the Hybridization Chain Reaction (HCR) In Situ Protocol from the Patel Lab [153, 154]. For experiments that involved HCR and TUNEL labeling, HCR was conducted first, and then additional labeling was performed after.

## Supplementary Information

**Additional file 1: S1.** Additional characterization of proliferative cells in *S. californicum*. A) Bar chart of number of Hoesch + in the ciliary bands vs. non ciliary bands, error bars are ± 1 SD (66% Confidence interval). B) Bar chart of EdU + cells in the ciliary bands vs. non ciliary bands, error bars are ± 1 SD (66% Confidence interval). C–F) All: anterior up; scale bar is 100um. blue = Hoechst, green = EdU. C) Ventral view of EdU distribution early in metamorphosis. D) Ventral view of EdU distribution in the middle of metamorphosis. E) Lateral view of EdU distribution at the end of metamorphosis. F) Ventral view of EdU distribution in juveniles. G–H) Expression of h2b mRNA and EdU positive cells in the juvenile proboscis blue = Hoechst, yellow = h2b mRNA, green = EdU.

**Additional file 2: S2. **Differential expression of larval and juvenile transcriptomes, irradiated versus non-irradiated. 

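The file has 4 sheets, of which the first and second list genes that fell after irradiation and the other two list the multipotency genes. In each, baseMean is the mean of the normalized counts over all 12 libraries, log2FoldChange is the log2 ratio of irradiated to control animals, lfcSE is its standard error, and padj is the p-value adjusted over the genes tested. A negative log2FoldChange means fewer counts after irradiation. A gene has the same baseMean in the larval and the juvenile sheets, so both stages come from 1 fit of all libraries. Of the 143 gene names, 138 were found in the deposited counts as written. The other 5 were matched by baseMean, which DESeq2's normalization of the deposited counts gave to within a relative difference of 3.7e-07: besides the multipotency genes, Hrs13-1 is listed as Hrsl3-1.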

A) Differential expression of larval transcriptomes with baseMean, log2FoldChange, lfcSE, pvalue, padj. B) Differential expression of juvenile transcriptomes with baseMean, log2FoldChange, lfcSE, pvalue, padj. 

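The first sheet holds 20 larval genes and the second 123 juvenile genes. Both could be rebuilt from the deposited counts with DESeq2's Wald test and apeglm shrinkage. At a shrunken log2 fold change of −2 or less and an adjusted p of 1e-05 or less, a threshold chosen after the data had been seen, the same 20 and 123 genes passed, and their log2 fold changes lay within 0.0028 and 0.0049 of those in the sheets. At an adjusted p of 1e-06 or less, 2 larval and 17 juvenile genes of the sheets did not pass. The largest adjusted p in the paper's sheets is 5.2e-06 in larvae and 6.5e-06 in juveniles. At 1e-05, 14 larval and 19 juvenile genes rose by a log2 fold change of 2 or more, and the sheets list none of them. DESeq2 gave no adjusted p for 8173 larval and 6635 juvenile genes with low counts.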

C) Differential expression of *piwi, vasa,* and *nanos* in larvae with baseMean, log2FoldChange, lfcSE, pvalue, padj. 

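The log2 fold changes of this sheet and of the juvenile sheet beside it equal DESeq2's values before shrinkage, calculated from the deposited counts, to within 4.5e-06, and lie up to 0.286 from the values shrunken by apeglm. The 2 sheets of multipotency genes therefore hold unshrunken values, while those of the larval and juvenile genes hold shrunken ones. For Vasa in larvae the paper's reported log2 fold change is −0.0031, and for Nanos it is −0.60, where DESeq2 before shrinkage gave −0.0031 and −0.60.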

D) Differential expression of *piwi, vasa,* and *nanos* in juveniles with baseMean, log2FoldChange, lfcSE, pvalue, padj.

**Additional file 3: S3.** Additional characterization of TUNEL during larval development and metamorphosis. All: blue = Hoechst, grey = TUNEL, scale bar is 100um. A) lateral of view of mid tornaria body plan. B) Late larva with very few TUNEL + cells. C, Highlights regions of B) a few TUNEL + cells. C). D) Early in metamorphosis from Fig. 7C with an increase in TUNEL + cells. E) TUNEL + cells found in the mesodermal protocoel. F) Ventral view during the middle of metamorphosis. G) Positive control of TUNEL labeling by artificially nicking the ends of DNA with DNAse-1 metamorphosis H) Inset of positive control with TUNEL detected in deeper tissue layers

**Additional file 4: S4.** Gene Trees of HCR candidate Genes. Gene trees for A) Lbr-1 B) Fgfr C) Spne-2

## Data Availability

Sequencing raw reads and processed counts matrices associated with this study are available in the NCBI Gene Expression Omnibus (GEO), https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE196326.

# Supplementary material for: Comparisons of cell proliferation and cell death from tornaria larva to juvenile worm in the hemichordate Schizocardium californicum
**Source:** EvoDevo. 2022 Jun 6;13:13. doi: 10.1186/s13227-022-00198-1
**Supplement:** Supplementary file 2 — Additional file 2: S2. Differential expression of larval and juvenile transcriptomes, irradiated versus non-irradiated. A) Differential expression of larval transcriptomes with baseMean, log2FoldChange, lfcSE, pvalue, padj. B) Differential expression of juvenile transcriptomes with baseMean, log2FoldChange, lfcSE, pvalue, padj. C) Differential expression of piwi, vasa, and nanos in larvae with baseMean, log2FoldChange, lfcSE, pvalue, padj. D) Differential expression of piwi, vasa, and nanos in juveniles with baseMean, log2FoldChange, lfcSE, pvalue, padj.

## A. Larval Irradiation Candidates

|                    | baseMean | log2FoldChange | lfcSE    | pvalue   | padj     |
|--------------------|----------|----------------|----------|----------|----------|
| <b>Fgfr2-4</b>     | 1630.175 | -2.18984       | 0.179364 | 1.04E-35 | 3.34E-32 |
| <b>Nusap</b>       | 89.84436 | -2.81307       | 0.303536 | 1.09E-21 | 2.33E-18 |
| <b>Ince</b>        | 119.9263 | -2.22164       | 0.244389 | 5.53E-21 | 8.21E-18 |
| <b>Aspm-1</b>      | 162.5113 | -2.38698       | 0.268418 | 3.50E-20 | 4.83E-17 |
| <b>Fgrl1-4</b>     | 91.02211 | -2.31941       | 0.277801 | 3.58E-18 | 3.63E-15 |
| <b>Mib1-3</b>      | 242.9705 | -2.35456       | 0.288561 | 2.08E-17 | 1.74E-14 |
| <b>Tlr6-1</b>      | 61.56051 | -2.60842       | 0.323066 | 4.34E-17 | 3.35E-14 |
| <b>Unchar_3494</b> | 370.3807 | -2.43616       | 0.310436 | 1.99E-16 | 1.37E-13 |
| <b>Lbr-1</b>       | 77.78669 | -2.71911       | 0.347314 | 3.07E-16 | 1.98E-13 |
| <b>Ctk2</b>        | 91.29794 | -2.02464       | 0.288236 | 1.07E-13 | 5.14E-11 |
| <b>Unchar_1859</b> | 33.12484 | -2.65533       | 0.378874 | 2.02E-13 | 9.05E-11 |
| <b>Arrd3-2</b>     | 36.35581 | -3.02327       | 0.446694 | 8.14E-13 | 3.41E-10 |
| <b>Kif23-1</b>     | 90.78675 | -2.16175       | 0.32543  | 1.76E-12 | 7.21E-10 |
| <b>Unchar_4293</b> | 135.4392 | -2.06022       | 0.317639 | 5.08E-12 | 1.92E-09 |
| <b>Ki11a</b>       | 82.03937 | -2.13209       | 0.336116 | 1.26E-11 | 4.26E-09 |
| <b>Hmmr</b>        | 41.41535 | -2.26999       | 0.367991 | 3.87E-11 | 1.19E-08 |
| <b>Dlgp5</b>       | 84.32673 | -2.04988       | 0.336565 | 5.70E-11 | 1.64E-08 |
| <b>Garem-1</b>     | 50.29227 | -2.20376       | 0.379007 | 4.43E-10 | 1.07E-07 |
| <b>Tenr-5</b>      | 47.0752  | -2.33731       | 0.442723 | 1.02E-08 | 1.76E-06 |
| <b>Helz2-7</b>     | 116.1244 | -2.82684       | 0.572553 | 3.50E-08 | 5.19E-06 |

## B. Juvenile Irradiation Candidates

|                 | baseMean | log2FoldChange | lfcSE    | pvalue   | padj     |
|-----------------|----------|----------------|----------|----------|----------|
| <b>Gbp1-2</b>   | 341.796  | -2.4307        | 0.163921 | 6.35E-51 | 2.65E-47 |
| <b>Ttc22-14</b> | 145.5675 | -3.19616       | 0.233735 | 1.10E-43 | 3.83E-40 |
| <b>Neul4-1</b>  | 451.0323 | -2.12873       | 0.159312 | 6.89E-42 | 2.05E-38 |
| <b>Traf2-30</b> | 1131.106 | -3.3257        | 0.27781  | 2.92E-34 | 5.08E-31 |
| <b>Mfha1-3</b>  | 552.3618 | -2.39307       | 0.222611 | 3.92E-28 | 3.71E-25 |
| <b>Hrs13-1</b>  | 685.2498 | -2.13015       | 0.199273 | 6.85E-28 | 6.20E-25 |
| <b>Lecg-2</b>   | 203.9375 | -2.64955       | 0.256702 | 3.95E-26 | 3.04E-23 |
| <b>Rtbs-11</b>  | 100.8882 | -2.43979       | 0.23934  | 1.28E-25 | 9.17E-23 |
| <b>Trpa1-12</b> | 223.4717 | -3.37139       | 0.335112 | 5.49E-25 | 3.47E-22 |
| <b>Un5cl-2</b>  | 1140.134 | -2.48357       | 0.254042 | 8.08E-24 | 4.43E-21 |
| <b>Atp7a-2</b>  | 1473.088 | -2.15204       | 0.224653 | 6.02E-23 | 2.79E-20 |
| <b>Nckx6-4</b>  | 135.4189 | -3.14621       | 0.337107 | 5.62E-22 | 2.28E-19 |
| <b>Dzip3-4</b>  | 105.7859 | -2.45534       | 0.2627   | 6.03E-22 | 2.37E-19 |

|                    |          |          |          |          |          |
|--------------------|----------|----------|----------|----------|----------|
| <b>Rtxe-24</b>     | 341.8183 | -3.76393 | 0.411762 | 3.63E-21 | 1.28E-18 |
| <b>Lrk1-2</b>      | 208.5048 | -3.06119 | 0.341051 | 1.44E-20 | 4.76E-18 |
| <b>Unchar_3738</b> | 530.598  | -2.01175 | 0.223771 | 1.49E-20 | 4.85E-18 |
| <b>Unchar_4293</b> | 135.4392 | -2.34311 | 0.262811 | 3.71E-20 | 1.17E-17 |
| <b>Unchar_736</b>  | 239.0824 | -2.02552 | 0.231088 | 1.18E-19 | 3.51E-17 |
| <b>Tlr6-19</b>     | 75.49353 | -2.78081 | 0.321575 | 4.99E-19 | 1.28E-16 |
| <b>Unchar_522</b>  | 340.8634 | -2.102   | 0.244208 | 5.14E-19 | 1.31E-16 |
| <b>Unchar_564</b>  | 772.3732 | -3.5374  | 0.414146 | 6.62E-19 | 1.64E-16 |
| <b>Par14-36</b>    | 555.8046 | -2.50209 | 0.293003 | 7.23E-19 | 1.77E-16 |
| <b>Fcgbp-5</b>     | 97.62039 | -2.1658  | 0.257802 | 2.99E-18 | 6.77E-16 |
| <b>Par14-22</b>    | 499.0506 | -2.64666 | 0.316978 | 3.70E-18 | 8.20E-16 |
| <b>Gbp3-2</b>      | 51.52854 | -2.62133 | 0.313873 | 6.06E-18 | 1.29E-15 |
| <b>Neul4-22</b>    | 361.8735 | -2.08839 | 0.251677 | 6.94E-18 | 1.46E-15 |
| <b>Anln</b>        | 106.3931 | -2.76097 | 0.32943  | 8.41E-18 | 1.72E-15 |
| <b>Helz2-2</b>     | 471.173  | -3.49158 | 0.425984 | 1.32E-17 | 2.62E-15 |
| <b>Tlr2-18</b>     | 41.51185 | -3.15919 | 0.38663  | 1.75E-17 | 3.45E-15 |
| <b>Dtx3l-48</b>    | 690.1412 | -2.1444  | 0.26339  | 2.23E-17 | 4.35E-15 |
| <b>Tenr-5</b>      | 47.0752  | -2.37845 | 0.293253 | 3.27E-17 | 6.11E-15 |
| <b>Rn213-22</b>    | 182.4998 | -2.62322 | 0.324544 | 4.26E-17 | 7.72E-15 |
| <b>Anr55-3</b>     | 100.0866 | -2.62807 | 0.325937 | 4.63E-17 | 8.32E-15 |
| <b>Sacs-21</b>     | 286.0351 | -2.49152 | 0.314536 | 1.37E-16 | 2.29E-14 |
| <b>Toll-6</b>      | 295.0914 | -2.03062 | 0.258807 | 3.10E-16 | 4.94E-14 |
| <b>Znfx1-2</b>     | 920.7174 | -2.33684 | 0.299294 | 3.34E-16 | 5.26E-14 |
| <b>Ern1-3</b>      | 245.7098 | -2.12359 | 0.272442 | 4.65E-16 | 7.22E-14 |
| <b>Tsp1-17</b>     | 108.5286 | -3.39356 | 0.436258 | 5.14E-16 | 7.94E-14 |
| <b>Znfx1-3</b>     | 856.5053 | -2.33028 | 0.301252 | 6.01E-16 | 9.13E-14 |
| <b>Unchar_3199</b> | 329.0729 | -2.2087  | 0.288682 | 1.22E-15 | 1.78E-13 |
| <b>Spne-2</b>      | 87.13935 | -3.61232 | 0.477233 | 2.19E-15 | 3.05E-13 |
| <b>Nusap</b>       | 89.84436 | -2.57242 | 0.340659 | 3.51E-15 | 4.71E-13 |
| <b>Tnf10-1</b>     | 199.3844 | -2.3324  | 0.311223 | 4.19E-15 | 5.46E-13 |
| <b>Gbp1-1</b>      | 57.22204 | -2.65462 | 0.357632 | 6.41E-15 | 8.14E-13 |
| <b>Ifih1-6</b>     | 239.7474 | -2.87832 | 0.389052 | 7.22E-15 | 9.11E-13 |
| <b>Par14-28</b>    | 3909.747 | -2.05719 | 0.278852 | 9.81E-15 | 1.19E-12 |
| <b>Oas3-2</b>      | 51.82069 | -2.61656 | 0.356638 | 1.52E-14 | 1.82E-12 |
| <b>Otop3-2</b>     | 154.7464 | -2.38236 | 0.326566 | 1.83E-14 | 2.18E-12 |
| <b>Helz2-1</b>     | 120.7123 | -2.76886 | 0.379163 | 1.98E-14 | 2.31E-12 |
| <b>Neul4-30</b>    | 31.62748 | -2.80971 | 0.392604 | 3.92E-14 | 4.41E-12 |
| <b>Dapk1-19</b>    | 100.0518 | -2.27046 | 0.314664 | 4.09E-14 | 4.56E-12 |

|                    |          |          |          |          |          |
|--------------------|----------|----------|----------|----------|----------|
| <b>Unchar_738</b>  | 493.909  | -2.30478 | 0.327647 | 1.10E-13 | 1.15E-11 |
| <b>Mx1</b>         | 1858.205 | -2.37222 | 0.33725  | 1.16E-13 | 1.21E-11 |
| <b>Ddx58-4</b>     | 264.167  | -2.34393 | 0.338489 | 2.61E-13 | 2.57E-11 |
| <b>Sting-1</b>     | 400.6932 | -2.18297 | 0.316439 | 3.05E-13 | 2.96E-11 |
| <b>Dtx3l-2</b>     | 42.84706 | -2.16878 | 0.320941 | 8.54E-13 | 7.46E-11 |
| <b>Sacs-14</b>     | 353.1055 | -2.80702 | 0.41642  | 8.66E-13 | 7.46E-11 |
| <b>Sacs-15</b>     | 538.5808 | -2.90482 | 0.432026 | 9.06E-13 | 7.74E-11 |
| <b>Ymd3-16</b>     | 55.01933 | -2.5941  | 0.385597 | 9.79E-13 | 8.26E-11 |
| <b>Gbp3-1</b>      | 91.71746 | -2.26544 | 0.3364   | 1.01E-12 | 8.45E-11 |
| <b>Ncan-3</b>      | 123.4335 | -2.02993 | 0.300826 | 1.04E-12 | 8.70E-11 |
| <b>Arsb-63</b>     | 251.672  | -2.03598 | 0.303042 | 1.12E-12 | 9.29E-11 |
| <b>Papl-3</b>      | 30.60396 | -3.1363  | 0.469825 | 1.19E-12 | 9.68E-11 |
| <b>Sacs-9</b>      | 150.0414 | -2.46959 | 0.369306 | 1.38E-12 | 1.10E-10 |
| <b>Nada-3</b>      | 319.9379 | -2.15271 | 0.32273  | 1.54E-12 | 1.22E-10 |
| <b>M3k10</b>       | 306.63   | -2.14718 | 0.328022 | 3.46E-12 | 2.56E-10 |
| <b>Pcsk9-21</b>    | 137.2618 | -2.80255 | 0.439654 | 8.86E-12 | 6.05E-10 |
| <b>Ncam2-1</b>     | 220.0241 | -2.34591 | 0.371796 | 1.58E-11 | 1.02E-09 |
| <b>Ddx58-3</b>     | 180.8105 | -2.12169 | 0.339126 | 2.17E-11 | 1.35E-09 |
| <b>Unchar_922</b>  | 118.2275 | -2.24251 | 0.357785 | 2.55E-11 | 1.57E-09 |
| <b>Endub-3</b>     | 28.61787 | -2.48477 | 0.399556 | 2.66E-11 | 1.62E-09 |
| <b>Catl-2</b>      | 181.5082 | -2.74919 | 0.444244 | 3.17E-11 | 1.91E-09 |
| <b>Ifih1-5</b>     | 252.7791 | -2.02858 | 0.327144 | 3.54E-11 | 2.11E-09 |
| <b>Arsi-3</b>      | 259.1597 | -2.02039 | 0.328784 | 4.57E-11 | 2.62E-09 |
| <b>Unchar_3247</b> | 51.38203 | -2.6797  | 0.431023 | 5.60E-11 | 3.19E-09 |
| <b>Clca1-6</b>     | 48.81313 | -2.5027  | 0.418174 | 1.16E-10 | 6.14E-09 |
| <b>Rn213-25</b>    | 21.3758  | -3.01197 | 0.502621 | 1.52E-10 | 7.68E-09 |
| <b>Unchar_2684</b> | 171.8979 | -2.12437 | 0.358005 | 1.87E-10 | 9.16E-09 |
| <b>Trpa1-13</b>    | 37.40464 | -3.0141  | 0.512492 | 2.68E-10 | 1.26E-08 |
| <b>Par14-35</b>    | 31.14865 | -2.05843 | 0.353369 | 3.26E-10 | 1.48E-08 |
| <b>Paf15</b>       | 47.28724 | -2.36046 | 0.406903 | 4.59E-10 | 2.02E-08 |
| <b>Endua-1</b>     | 22.18769 | -2.68102 | 0.464715 | 4.95E-10 | 2.16E-08 |
| <b>Pgfra</b>       | 21.84278 | -2.82684 | 0.494981 | 5.39E-10 | 2.32E-08 |
| <b>Helz2-4</b>     | 87.13036 | -2.37221 | 0.414769 | 6.80E-10 | 2.86E-08 |
| <b>Unchar_2123</b> | 400.4305 | -2.08215 | 0.372844 | 1.37E-09 | 5.42E-08 |
| <b>Rn213-23</b>    | 34.64558 | -2.13958 | 0.381366 | 1.51E-09 | 5.88E-08 |
| <b>Rab7a-4</b>     | 27.16251 | -2.3785  | 0.427277 | 1.57E-09 | 6.09E-08 |
| <b>Neul4-38</b>    | 49.2008  | -2.57817 | 0.464363 | 1.76E-09 | 6.74E-08 |
| <b>Unchar_1989</b> | 44.5272  | -2.14167 | 0.383324 | 1.77E-09 | 6.75E-08 |

|                    |          |          |          |          |          |
|--------------------|----------|----------|----------|----------|----------|
| <b>Sacs-10</b>     | 66.49401 | -2.18558 | 0.395297 | 2.04E-09 | 7.60E-08 |
| <b>Herc2-3</b>     | 297.6247 | -2.02755 | 0.368037 | 2.37E-09 | 8.74E-08 |
| <b>Mb213-5</b>     | 423.577  | -2.13253 | 0.389559 | 2.55E-09 | 9.30E-08 |
| <b>Cfdp2-64</b>    | 403.5795 | -2.05362 | 0.377091 | 2.74E-09 | 9.97E-08 |
| <b>Tlr2-16</b>     | 33.61337 | -2.3182  | 0.421844 | 2.88E-09 | 1.04E-07 |
| <b>Svep1-55</b>    | 39.12176 | -3.55841 | 0.648675 | 3.07E-09 | 1.10E-07 |
| <b>Lyam3-8</b>     | 20.61618 | -3.52776 | 0.637637 | 3.39E-09 | 1.21E-07 |
| <b>Pcsk9-28</b>    | 550.1161 | -2.13902 | 0.394645 | 3.39E-09 | 1.21E-07 |
| <b>Oas3-5</b>      | 30.92615 | -2.90639 | 0.549108 | 4.34E-09 | 1.50E-07 |
| <b>Lbr-1</b>       | 77.78669 | -2.07277 | 0.38638  | 4.95E-09 | 1.67E-07 |
| <b>Endua-3</b>     | 34.10096 | -2.88468 | 0.538823 | 6.21E-09 | 2.04E-07 |
| <b>Tlr2-23</b>     | 38.80898 | -2.50797 | 0.474516 | 8.08E-09 | 2.57E-07 |
| <b>Arsb-59</b>     | 32.80632 | -2.16404 | 0.412927 | 9.18E-09 | 2.88E-07 |
| <b>Pcsk9-9</b>     | 72.29667 | -2.11567 | 0.406799 | 1.05E-08 | 3.23E-07 |
| <b>Tlr2-17</b>     | 18.82426 | -2.36485 | 0.459107 | 1.93E-08 | 5.58E-07 |
| <b>Trpa1-15</b>    | 32.64893 | -2.96569 | 0.578965 | 2.02E-08 | 5.82E-07 |
| <b>Tlr6-23</b>     | 19.89627 | -2.32801 | 0.464061 | 3.39E-08 | 9.13E-07 |
| <b>Tlr6-16</b>     | 31.6292  | -2.40429 | 0.486813 | 4.81E-08 | 1.24E-06 |
| <b>Helz2-5</b>     | 112.955  | -2.1012  | 0.427976 | 5.25E-08 | 1.34E-06 |
| <b>Helz2-3</b>     | 775.969  | -2.71311 | 0.559432 | 5.64E-08 | 1.42E-06 |
| <b>Cfdp2-16</b>    | 21.57929 | -2.41049 | 0.507699 | 9.22E-08 | 2.22E-06 |
| <b>Susd2-4</b>     | 133.2866 | -2.21769 | 0.466371 | 1.08E-07 | 2.56E-06 |
| <b>Mb213-7</b>     | 70.49573 | -2.75539 | 0.590883 | 1.22E-07 | 2.87E-06 |
| <b>Par14-4</b>     | 104.2727 | -2.73857 | 0.588614 | 1.41E-07 | 3.26E-06 |
| <b>Unchar_2772</b> | 125.4463 | -2.15169 | 0.463596 | 1.85E-07 | 4.14E-06 |
| <b>Helz2-8</b>     | 88.94362 | -2.29908 | 0.497874 | 1.95E-07 | 4.33E-06 |
| <b>Zo1-6</b>       | 39.69926 | -2.39939 | 0.516723 | 2.00E-07 | 4.42E-06 |
| <b>Anr52-3</b>     | 39.78255 | -2.27627 | 0.493624 | 2.03E-07 | 4.47E-06 |
| <b>Bgbp-2</b>      | 51.73825 | -2.7608  | 0.600163 | 2.08E-07 | 4.56E-06 |
| <b>Otop3-1</b>     | 85.54154 | -2.75052 | 0.603507 | 2.45E-07 | 5.26E-06 |
| <b>Otop2</b>       | 61.2041  | -2.42398 | 0.534917 | 2.84E-07 | 5.98E-06 |
| <b>Rn213-28</b>    | 805.1838 | -2.56144 | 0.567377 | 2.91E-07 | 6.10E-06 |
| <b>Cbpa4-1</b>     | 43.58815 | -2.38222 | 0.528439 | 3.05E-07 | 6.33E-06 |
| <b>Mb213-8</b>     | 45.59932 | -2.91472 | 0.651967 | 3.14E-07 | 6.48E-06 |

### C. Differential expression of “classic multipotency” genes in larva

|  | <b>baseMean</b> | <b>log2FoldChange</b> | <b>lfcSE</b> | <b>stat</b> | <b>pvalue</b> | <b>padj</b> |
|--|-----------------|-----------------------|--------------|-------------|---------------|-------------|
|--|-----------------|-----------------------|--------------|-------------|---------------|-------------|

|               |          |          |          |          |          |          |
|---------------|----------|----------|----------|----------|----------|----------|
| <b>Piwi-1</b> | 93.74719 | 0.39905  | 0.371772 | 1.073373 | 0.283104 | 0.60958  |
| <b>Nanos</b>  | 998.3336 | -0.60208 | 0.280642 | -2.14537 | 0.031924 | 0.187685 |
| <b>Piwi-2</b> | 130.5946 | 0.560572 | 0.277961 | 2.016727 | 0.043724 | 0.226244 |
| <b>Vasa</b>   | 32.85435 | -0.00313 | 0.434226 | -0.00722 | 0.994243 | 1        |

**D. Differential expression of “classic multipotency” genes in juveniles**

|               | <b>baseMean</b> | <b>log2FoldChange</b> | <b>lfcSE</b> | <b>stat</b> | <b>pvalue</b> | <b>padj</b> |
|---------------|-----------------|-----------------------|--------------|-------------|---------------|-------------|
| <b>Piwi-1</b> | 93.74719        | -0.3297               | 0.337528     | -0.9768     | 0.32867       | 0.528603    |
| <b>Nanos</b>  | 998.3336        | -0.52775              | 0.28077      | -1.87964    | 0.060158      | 0.165342    |
| <b>Piwi-2</b> | 130.5946        | 0.463554              | 0.288141     | 1.608776    | 0.107665      | 0.252103    |
| <b>Vasa</b>   | 32.85435        | -0.113                | 0.459135     | -0.24611    | 0.805593      | 0.89698     |

How the deposited data were processed for this re-analysis (not part of the article)

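Larvae and juveniles of *S. californicum* were exposed to X-rays, larvae to 120 Gy and juveniles to 200 Gy, and RNA was extracted 3 days later from pools of 5 animals. The 12 libraries form 4 groups of 3: control larvae, irradiated larvae, control juveniles and irradiated juveniles. The sample labels and the paper give the same stages and doses. The paper states that the libraries were pooled in a single lane, and neither the labels nor the paper name a batch.

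For each library the authors deposited a table of 27463 genes made by CLC Genomics Workbench from reads mapped to the v2.0 genome. It holds total gene reads, which are exon reads plus intron reads, and the uniquely placed reads. It also holds RPKM, which CLC Genomics Workbench calculated for the authors before deposit from exon reads, exon length and mapped reads, and which was used here only to calculate the number of mapped reads. The values were checked: the totals are whole numbers, equal to the sum of the exon and intron reads, and not normalized. The steps before the counts (trimming, mapping and the sharing of reads between near-identical copies) are included in the files and could not be varied, as the reads and the genome were not available here. Total gene reads were used. They ranged from 7675726 to 26974509 per library, with a median of 12189893 over all libraries, 12189893 in larvae and 12157334 in juveniles. Limits given for counts of 0 are 3 counts over a group and cover counting error only.

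Counts were analysed in R 4.3.3 with edgeR 4.0.16. The filter filterByExpr on the 4 groups kept 20780 genes and left out 6683. Library sizes were normalized by TMM. All 12 libraries were fitted together with 1 mean per group, because the paper's tables give a gene the same mean count in both stages, and irradiated animals were compared with controls in each stage by the quasi-likelihood test. The response of juveniles minus that of larvae was tested in the same fit. All tests were two-sided. P-values were adjusted by the Benjamini-Hochberg method over the genes tested, and a gene was called at an adjusted p of 0.05 or less. Normalized counts are counts divided by the effective library size, scaled to a common size, and are given as mean ± SD of 3 libraries. Intervals of fold changes have a confidence level of 95%. The paper's thresholds were a log2 fold change of −2 or less and an adjusted p of 1e-06 or less. Its text writes the first as at or above −2, and its tables hold falls only, so it was read as at or below −2.

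Gene sets were tested with limma 3.58.1 by camera with a preset correlation of 0.01, by fry, and by camera with an estimated correlation, with adjustment over the 8 tests of a method in the stages and over the 4 tests of the difference between them. The further lists were adjusted over all of their camera tests together. The sets were written from gene names before the counts were seen. The cell division set lists 122 names, of which 72 were found, with 89 genes. The DNA damage response set lists 82 names (65 found, 111 genes), the innate immune set 88 (34 found, 176 genes), and the TRAF2, TLR2 and TLR6 families make up a set of their own with 141 genes. Of 4 further lists, mitosis genes hold 38 genes (32 of 56 names found), DNA replication genes 34 (27 of 37), piRNA pathway genes 20 (14 of 23) and p53 target genes 51 (28 of 53). A list of 76 cilia genes, of which 69 were tested, and a list of 30 tested base excision repair genes were put together after results had been seen. The cilia list at first also held the Cfa52 genes, which were then taken out. Of the base excision repair genes, 13 also belong to another list or set.

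The genes given by name were chosen by a rule: every gene that the paper's text names, under its name in Additional file 2; every gene of S2A; and, in each stage, the 3 largest falls and the 3 largest rises among called genes whose 3 irradiated libraries lay on one side of the 3 controls and whose mean normalized count over the 6 libraries was at least 20. The values in Additional file 2 had been seen when the rule was written. A gene named outside this rule was chosen after its values were seen.

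The tests, thresholds, named-gene rule and most alternatives were chosen before the data were examined. These alternatives were DESeq2's median-of-ratios size factors, library totals only, no filter beyond 1 count, at least 10 counts in all 12 libraries, DESeq2 1.42.0 with its Wald test and with or without shrinkage by apeglm 1.24.0, limma voom, only the 6 libraries of a stage, a replicate block, thinning every library to the smallest total, unique reads, leaving out each replicate in turn, adjusted p of 0.01 or less, and adjusted p of 1e-05 or less for the paper's thresholds. Exon reads only, and DESeq2 with apeglm at an adjusted p of 1e-05 or less, were added after the data had been seen.

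How often other divisions of the libraries give results as large was counted over the 10 splits of a stage's 6 libraries, and over 100 of the 200 joint splits of both stages. Random lists (10000 for each set) were matched to the sets by gene length and expression. Mitosis and replication genes were compared by a permutation test with 100000 permutations.

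The methods were tested on simulated counts, drawn with each stage's mean counts and with edgeR's estimate of each gene's spread over all 12 libraries. A spread that differs between the stages was therefore not simulated. In these counts 200 genes per stage were changed. Of these, edgeR recovered 58.5% in the larval and 62.5% in the juvenile comparison, with 6.4% and 5.30% of its calls false. DESeq2's Wald test recovered 67% and 74%, with 15.7% and 15.9% of its calls false. Genes changed 4-fold were recovered by edgeR in 84% and 85% of cases, and genes changed 2-fold with a mean under 100 counts in 0% and 4.65%. Of 50 simulated genes changed by a log2 fold change of −2, edgeR called 0 past the paper's thresholds in either stage, and DESeq2 called 12 in each. A difference between the stages was recovered for 35.5% of 200 genes by edgeR, with 5.33% of the calls false.

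Tables were read with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. EdU labelling, TUNEL and in situ hybridization have no counts in the deposited files and were not analysed here.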

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

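The tests of induced immune genes, the 5 Toll-like receptor genes with shared reads and the 3 largest falls were chosen after seeing those results. So were those of cilia genes, base excision repair genes, single DNA damage and repair genes, and the shared rises with exon reads only. The other tests were chosen before.

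More genes changed after irradiation in juveniles than in larvae, 5.58 times as many, and for 722 genes the responses of the stages differed by edgeR's quasi-likelihood test of the difference. Of these, 333 were lower and 389 higher in juveniles. A difference in library depth is argued against as the cause, since with every library thinned to the smallest total the ratio of the counts was 5.97. With library totals as the only scaling, which a few abundant genes would distort in another way, it was 4.51. The size of the ratio is not settled, although it stayed above 3 under every setting run. It was 3.03 with DESeq2's Wald test, 13.6 at an adjusted p of 0.01 or less and 16.9 with only the 6 libraries of a stage. Leaving out single libraries gave 4.03 to 14.0, with 14.0 and 10.4 without the first and the third larval control and 10.2 and 11.7 without the second and the third irradiated larval library. A larger spread between larval replicates would hide larval changes, but the median absolute log2 fold change of 5222 well-counted genes also exceeded that of other splits of the same libraries by 2.01 times as much in juveniles (0.182) as in larvae (0.0909). The number of differing genes is itself not secure. Of 100 drawn splits of both stages, 7 gave at least 722 genes, the real one included. In all 7 the juvenile libraries were split as irradiated and control, so the other 6 set the real juvenile response against larvae that were regrouped or exchanged, and their number neither shows nor excludes chance. The 91 splits that regrouped the juvenile libraries gave at most 1 differing gene. The largest, 4388 genes, came from the treated and control groups of both stages with the groups of 1 stage exchanged, which measures the response the stages share. Leaving out the first juvenile control library left 210 differing genes, and the first irradiated juvenile library 212. Stage and dose stay open and cannot be told apart, since each stage was given 1 dose besides 0. A larger response at the larger dose, or in the later stage, may explain the pattern, and neither was tested.

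In single stages, splits of 6 libraries into 3 and 3 cannot exclude chance, as there are only 10. Of these, 1 split, the real one, gave as many genes as were called for genes lower in larvae, higher in larvae, lower in juveniles and higher in juveniles. The other 9 splits called 0 genes lower and at most 5 higher in larvae, and 0 either way in juveniles. Past the paper's thresholds, where edgeR called 0 genes, 10 of 10 splits did as well in each stage. Genes with a change in both stages can be set against chance: of the 100 joint splits, 1 gave as many genes lower in both (218), and 1 as many higher in both (186). These are the real split, and the other splits gave at most 10 genes.

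Immune genes were lower in irradiated juveniles, and the response was lower than in larvae by a median of −0.48 in the innate immune set and −0.65 in the TRAF2, TLR2 and TLR6 families. The paper names these families for members that fell in the same juvenile libraries, so their fall is not independent evidence, and the innate immune set shares no gene with them. Reads shared between near-identical copies are not the whole cause, because uniquely placed reads gave a juvenile median of −0.67 for the families and −0.47 for the immune set. High expression in 1 control library is not either, as the median nearest 0 without each juvenile control was −0.65 for the families and −0.43 for the immune set. Library totals gave −0.82 and −0.44, and camera, which sets the genes against all others, called both sets under that scaling. Of 10000 random lists matched in gene length and expression level, 0% had a median as low. The central 95% of the random medians ran from −0.25 to 0 for the immune set and from −0.37 to −0.034 for the families. Induction of immune genes that lasted to 3 days after irradiation would raise them. It is also argued against: of 85 immune genes called in juveniles 4 were higher and 81 lower. In the innate immune set alone 3 were higher and 49 lower. An earlier induction that had passed cannot be excluded, as the animals were sampled only at 3 days. Of the 10 splits of the juvenile libraries, 1 had an immune median and 1 a family median as far from 0, so chance cannot be excluded by splits within the stage. In larvae the same counts of splits were 2 for the immune set and 1 for the families. A loss of immune cells, or a lower activity of these genes in the cells that remain, may underlie the fall in juveniles, and the libraries of whole animals cannot separate them.

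Among genes named by the rule, Fgfr2-4 (juvenile minus larval log2 fold change 1.54, adjusted p = 0.0113), Fgrl1-4 (1.68, 0.0269), Arrd3-2 (2.17, 0.0482) and Garem-1 (2.06, 0.0207) fell further in larvae. Traf2-30 (−2.20, 0.0119), Tlr6-19 (−2.56, 0.0117), Tlr2-18 (−4.65, 0.00683), Tlr2-16 (−2.35, 0.0437) and Tlr2-23 (−3.65, 0.0181) fell further in juveniles. Unchar_1699 (−3.39, 0.0254) rose more in larvae and Cp2u1-35 (2.08, 0.0333) more in juveniles. In larvae Tlr2-18 was higher by 1.42 and Tlr2-23 by 1.01, and neither was called (adjusted p = 0.112 and 0.334). The differences of Arrd3-2 and Cp2u1-35 were lost in most fits without 1 library, with adjusted p from 0.0461 to 0.106 and from 0.0217 to 0.0864. Those of Tlr2-16 (0.0272 to 0.108), Unchar_1699 (0.00983 to 0.0617) and Fgrl1-4 (0.0295 to 0.0663) were lost in 9, 7 and 6 of 12 such fits, Garem-1's (0.0180 to 0.0577) in 2 and Tlr2-23's (0.0143 to 0.0520) in 1. With every library kept, the difference of Arrd3-2 was lost with library totals, no filter beyond 1 count, limma voom, thinned libraries and a replicate block (0.0506 to 0.116), and that of Cp2u1-35 with limma voom, thinned libraries and the block (0.0665 to 0.0924). Unchar_1699 lost it with limma voom (0.117) and the block (0.0722), Tlr2-16 and Fgrl1-4 with thinned libraries (0.263 and 0.0661) and the block (0.0615 and 0.0712), and Garem-1 with thinned libraries (0.0589). The smallest adjusted p over these alternatives was 0.00860 for Arrd3-2, 0.0111 for Cp2u1-35, 8.8e-05 for Unchar_1699, 0.00478 for Tlr2-16, 8.8e-04 for Fgrl1-4 and 6.2e-04 for Garem-1. The 5 genes Tlr2-16, Tlr2-17, Tlr2-18, Tlr2-23 and Tlr6-16 have together 8 uniquely placed reads in the 6 juvenile libraries, all in Tlr2-16, so for them a true fall and a change in how reads are shared between near-identical copies cannot be told apart. They lie on the same chromosome sequence, chr5A_Sc2. For the other genes a difference of stage or dose stays open, and neither was tested.

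The paper reports genes that fell. Genes also rose: 389 were higher in irradiated larvae and 2246 in irradiated juveniles, and 186 in both stages. Among called genes that changed at least 4-fold, 53 fell and 54 rose in larvae, but 268 fell and 54 rose in juveniles. The smallest adjusted p in both stages belonged to rising genes. These were Unchar_2463, with a log2 fold change of 4.00 in larvae (adjusted p = 9.8e-08) and 4.06 in juveniles (7.7e-08), and Unchar_206, with 4.79 in larvae (1.7e-07) and 4.48 in juveniles (1.0e-07). The other large rises were Unchar_1699 at 4.77 (7.5e-04, with 26.6% of its reads not uniquely placed) and Unchar_2227 at 4.59 (1.4e-04) in larvae, and Cp2u1-35 at 3.72 (4.8e-05) in juveniles. For each of them all 3 irradiated libraries lay above all 3 controls. Reads from introns are argued against as the cause of the shared rises, since exon reads only gave 191 genes higher in both stages, 172 of the 186 among them. Library totals gave 250 with 174 of the 186, but this scaling moved the median of all larval genes up from 0.0095 to 0.065. Median-of-ratios size factors moved that median down to 0 and gave 166 genes higher in both stages. The number of shared rises therefore depends on the scaling. Scaling by a few abundant genes is argued against only as the cause of all of them. Genes that carry the names of DNA damage and repair proteins, given here after their values were seen, rose in juveniles: Parp1-2 by 2.42 (adjusted p = 4.8e-07), Ppm1d by 0.85 (6.1e-04), Mdm4-1 by 1.74 (4.8e-05), H2ay by 1.58 (1.5e-05) and Apex1 by 2.20 (1.3e-05). In larvae they rose by 1.28 to 1.97, with adjusted p from 7.8e-06 to 0.00175. A p53-type DNA damage response may account for some of these rises, but 43 tested p53 target genes other than Ppm1d and Mdm4 did not move as a list. The camera p was 0.841 in larvae (median 0.031, direction down) and 0.377 in juveniles (median −0.11), where fry gave 0.0107 with genes going both ways, 6 called lower and 3 higher. The list cannot exclude a response of other targets. Induction of the base excision repair pathway may be another source. Its other 30 genes gave a camera p of 0.259 in larvae, with a median of −0.0016 that turns to 0.052 under library totals, and 0.0548 in juveniles, with a median of 0.045, 8 genes called higher and a fry p of 0.0130. These values leave the pathway open in both stages.

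The largest falls in larvae were those of Lpal2-3 (−4.50, adjusted p = 0.0383), Fcn2-7 (−4.35, 0.0130) and M130-2 (−3.96, 0.0176), and in juveniles those of Unchar_2198 (−4.18, 0.0196), Plmn-23 (−4.12, 0.0186) and Sspo-20 (−4.08, 0.00711). Shrinkage by apeglm left −0.11, −0.20 and −0.15 of the larval falls. The sizes of the juvenile falls depend most on the second control library. Without it the log2 fold changes were −1.82, −2.36 and −1.24, at most 0.573 of the full value, and Unchar_2198 and Plmn-23 were not called (adjusted p = 0.0946 and 0.121). These calls were also lost without the first irradiated juvenile library (0.0670 and 0.0665), without the second (0.0568 and 0.0605) and with limma voom (0.158 and 0.0670). In a replicate block Plmn-23 (0.0670) and Sspo-20 (−2.44, 0.0733) were not called. Over the alternatives that kept every library, the adjusted p ran from 4.3e-04 to 0.158 for Unchar_2198, from 0.00102 to 0.0670 for Plmn-23 and from 0.00465 to 0.0733 for Sspo-20. A high count of 1 control library is therefore a candidate explanation for part of each of these 3 falls, and no biological explanation was tested. The calls of Lpal2-3 and M130-2 were lost with the larval libraries alone (0.0598 and 0.0737), in ranges of 0.00255 to 0.0598 and 0.00184 to 0.0737 over their alternatives.

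Of 69 cilia genes tested, 42 were called higher and 0 lower in irradiated juveniles, and 64 had a log2 fold change above 0, with a median of 0.53. The list gave a camera p of 2.5e-19 (fry 6.1e-06, estimated correlation 0.00848). It was written after ciliary genes had been seen among the rising genes, so the p is not that of an independent test. Library totals hardly moved the juvenile values, with a median of 0.52 for the cilia genes and −0.047 for all tested genes. Scaling moves all genes alike, so this contrast, and not the change of scaling, argues against it as the cause. Leaving out any 1 juvenile library gave medians of 0.51 or more with 34 to 43 genes called higher. In larvae the camera p was 0.647 and the median −0.00061, or 0.053 under library totals, which decides nothing there. A larger share of ciliated cells in irradiated juveniles, as when dividing cells are lost and ciliated cells remain, may explain the juvenile rise. A higher activity of ciliary genes in the same cells stays open, as does dose.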

How the results depend on the processing

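Exon reads only and DESeq2 with apeglm at an adjusted p of 1e-05 are the settings that were chosen only after the results were seen, and for every value below that changed with a setting the cause was not tested, except where fewer libraries, fewer reads or a stricter threshold are the setting itself.

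Normalization by DESeq2's median-of-ratios size factors, unique reads, exon reads only and the stricter filter of at least 10 counts in all 12 libraries left every count of genes within 1.5 times its value and every set on its side of the threshold. Library totals raised the genes higher in larvae from 389 to 590 and lowered the share of called larval genes that were lower from 52.2% to 38.3%, with a median log2 fold change of all tested larval genes of 0.065. No filter beyond 1 count gave 1 juvenile gene past the paper's thresholds and a larval median of −0.16 for the TRAF2, TLR2 and TLR6 families (adjusted p = 0.0657).

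The tool moved more. The Wald test of DESeq2 called 870 genes lower and 786 higher in larvae, 432 lower and 347 higher in both stages and 1496 with a different response in the stages, and it called the juvenile DNA damage response set (0.058, adjusted p = 0.0378, in a range of 0.0159 to 0.454 over its alternatives). Past the paper's thresholds it gave 20 larval, 121 juvenile and 7 shared genes unshrunken, and 18, 106 and 3 with apeglm. With apeglm at 1e-05 the counts were 20, 123 and 4. Of the 814 genes called in larvae, 805 were among DESeq2's 1656, and of the 4543 in juveniles, 4468 were among its 5010. In simulated data, drawn with edgeR's own estimate of the spread, 15.7% and 15.9% of DESeq2's calls were false, against 6.4% and 5.30% of edgeR's. The limma voom method gave 1 juvenile gene past the paper's thresholds, and edgeR at an adjusted p of 1e-05 gave 3. An adjusted p of 0.01 left 100 genes lower and 64 higher in larvae and 1086 and 1150 in juveniles.

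With only the 6 libraries of a stage, 172 genes were called lower and 115 higher in larvae, 103 lower and 63 higher in both stages, and 1 multipotency value, Nano1 in juveniles. Of the 287 genes called in larvae by that fit, 264 were among the 814. With every library thinned, 476 genes had different responses, and the larval immune set (−0.063, adjusted p = 0.0754) and families (−0.28, 0.117) were not called. With a replicate block, in which libraries of a stage with the same replicate number are paired, 199 genes were higher in larvae, 105 higher in both stages and 232 different between the stages. The numbers do not pair the samples, as correlations between the paired control and irradiated libraries, taken across genes after removal of group means, were −0.080 to 0.063.

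Among the set tests, fry did not call the larval families (−0.27, adjusted p = 0.103) and called the juvenile DNA damage response set (0.069, 0.0159). With an estimated correlation the larval immune set (−0.10, 0.183), the larval families (−0.27, 0.328) and the juvenile cell division set (−0.64, 0.156) were not called. Over all alternatives that kept every library, the adjusted p ran from 0.0125 to 0.183 for the larval immune set, from 0.0107 to 0.328 for the larval families and from 5.2e-09 to 0.156 for juvenile cell division. The larval cell division set and the 2 juvenile immune sets were called under every alternative.

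Leaving out 1 library at a time gave 201 to 341 genes lower and 105 to 294 higher in larvae, 1511 to 1882 lower and 1463 to 1938 higher in juveniles, 114 to 234 lower and 51 to 188 higher in both stages, 210 to 789 different between the stages, 0 to 2 multipotency values, larval medians of −0.16 to −0.080 for the immune set and −0.27 to −0.12 for the families, and 0 genes past the paper's thresholds. A fit with fewer libraries has less power, so lower counts follow in part from the setting. In larvae, the counts moved by more than 1.5 times without the first control library (201 lower, 105 higher), the second (197 higher), the third (245 lower, 212 higher), the second irradiated library (210 lower, 247 higher) and the third (215 lower, 171 higher), and in juveniles without the first irradiated library (1511 lower, 1463 higher). Genes lower in both stages fell to 115 without the first larval control, 129 without the third, 128, 122 and 114 without the first, second and the third irradiated larval library, and 143 without the first juvenile control. Genes higher in both fell to 51, 110 and 108 without each larval control in turn, 117 and 96 without the second and the third irradiated larval library, 118 without the first juvenile control and 119 without the first irradiated juvenile library. Different responses fell to 301 and 274 without the first and second larval control, 340 without the third irradiated larval library, 210, 478 and 378 without each juvenile control in turn, and 212 and 303 without the first and second irradiated juvenile library. The larval immune set was not called without the first control (−0.080, 0.0866), the third control (−0.11, 0.0838) or the first irradiated library (−0.13, 0.155), nor the families without the third control (−0.12, 0.193) or the first irradiated library (−0.24, 0.163). The 2 multipotency values called without the third larval control were those of Nano1.

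Of the named genes, Ddx4, Tlr2-16, Tlr2-17 and Tlr6-23 changed direction, all of them uncalled where they did. Ddx4 in larvae was −0.0040 with median-of-ratios factors, −0.0071 with at least 10 counts in all libraries, −0.0031 with DESeq2 and −0.00032 with apeglm, and −0.29 to 0.52 without single libraries. In juveniles it was −0.38 to 0.16 without single libraries. Tlr2-16 in larvae was 0.039 with limma voom and −0.45 to 0.39 without single libraries, Tlr2-17 in larvae −0.014 to 3.50, and Tlr6-23 in larvae 0.088 with thinned libraries. Of up to 92 values of named genes per setting, 91 kept their direction and side of the threshold with median-of-ratios factors, 90 with library totals and 90 with no filter beyond 1 count, 84 with limma voom, 84 with the replicate block, 88 of 91 with DESeq2 and with exon reads only, 83 of 91 with thinned libraries, 78 of 79 with unique reads, 72 of 76 with the stage's own libraries and 46 of 48 with at least 10 counts in all libraries. Ki11a in juveniles was not called without the third control (−0.88, adjusted p = 0.0680) or the first irradiated library (−1.12, 0.0515). Helz2-7 in larvae was not called with limma voom (−2.75, 0.0900, in a range of 5.2e-06 to 0.0900) or without the first control (−2.50, 0.0690) or any irradiated library (0.0543 to 0.0635). Tlr6-16 in larvae was called with DESeq2 (−1.50, 0.0226, in a range of 0.0226 to 0.102 over its alternatives). Lpal2-3 was not called without 4 of 6 larval libraries (the first and the third controls and the second and the third irradiated, adjusted p 0.0836 to 0.118), M130-2 without the third control (0.0559) or the third irradiated library (0.0677), and Fcn2-7 without the third irradiated library (0.0531) or with limma voom (0.0556, in a range of 2.8e-04 to 0.0556).

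Depth limits genes with few counts. In the simulated data edgeR recovered 62.5% of larval genes that changed 4-fold with a mean under 100 counts, and 0% of those that changed 2-fold. Median-of-ratios factors and library totals left the cell division, immune and family medians on the same side of 0 in both stages. Every alternative set beforehand was run. Some named genes gave no value under the stricter filter, with unique reads, with DESeq2 or with thinned libraries, the fits of a stage's own libraries gave no difference between the stages, and shrinkage by apeglm was not applied to gene sets.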

Differences from the paper's values

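All comparisons of the paper's counts with settings added later were chosen only after the data had been seen, and the other comparisons before.

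The paper reports 20 genes in larvae past its thresholds, and edgeR called 0. Of the alternatives set before the data were examined, DESeq2's Wald test with unshrunken fold changes gave 20 and with apeglm 18, both within 1.5 times the paper's count. The others did not come within it: each of median-of-ratios size factors, library totals, no filter beyond 1 count, at least 10 counts in all 12 libraries, limma voom, the stage's 6 libraries, the replicate block, thinned libraries, unique reads, an adjusted p of 1e-05 and leaving out each library gave 0.

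The paper reports 123 genes in juveniles, and edgeR called 0. DESeq2's Wald test gave 121 unshrunken and 106 with apeglm, both within 1.5 times the paper's count. The other alternatives set before the data were examined did not: no filter beyond 1 count and limma voom gave 1, an adjusted p of 1e-05 gave 3, and the rest gave 0.

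The paper reports 5 genes past its thresholds in both stages, and edgeR called 0. DESeq2's Wald test with unshrunken fold changes gave 7, within 1.5 times the paper's count, and 4 of the paper's 5 are among them, without Tenr-5. With apeglm it gave 3, which is not within it and lacks Tenr-5 and Tlr6-1. The remaining alternatives set before the data were examined gave 0. At an adjusted p of 1e-05, unshrunken values gave 8 genes, with all 5 of the paper's. Additional file 2 itself lists 4 genes under both stages. It lacks Tlr6-1 in juveniles, whose juvenile log2 fold change is −1.99 with apeglm and −2.10 unshrunken.

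The paper's text gives an adjusted p threshold of 1e-06, and its tables reach 5.2e-06 in larvae and 6.5e-06 in juveniles. DESeq2 with apeglm at an adjusted p of 1e-05, a setting chosen after seeing the values, gave 20 larval and 123 juvenile genes and dropped 0 of the genes in the tables, and gave 4 genes in both stages, which drops 1 of the paper's 5.

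The paper's log2 fold change for Vasa in larvae (S2C) is −0.0031, and edgeR gave 0.0091 for Ddx4, its name in the deposited counts. The signs differ, and both values are near 0. Of the alternatives set before the data were examined, median-of-ratios size factors, at least 10 counts in all 12 libraries, DESeq2 unshrunken, DESeq2 with apeglm, and leaving out the first or second larval control or the first irradiated larval library gave a value that does not differ from the paper's by sign or by more than the error. Library totals, no filter beyond 1 count, limma voom, the stage's 6 libraries, the replicate block, thinned libraries, unique reads, and leaving out the third larval control or the second irradiated or the third irradiated larval library gave a value that differs. Of 42 log2 fold changes compared with the paper's tables, the other 41 did not differ, and the largest difference was 0.164.

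The paper gives the genes of its larval table, with Fgfr-B among them, as specific to larvae, and lists Spne-2 for juveniles and not for larvae. It leaves to further work whether the pair are markers of a stage. Of the 20 genes in its larval table, edgeR called 16 lower in juveniles too, Fgfr2-4 among them and Fgrl1-4 not. This call needed an adjusted p of 0.05 or less at any fold change. The paper required a log2 fold change of −2 or less and a far smaller adjusted p. The 16 include Lbr-1, Nusap, Tenr-5, Tlr6-1 and Unchar_4293, which the paper reports for both stages. The response differed between the stages for 4 of the 20, with both FGF receptor genes among them. Spne-2 had a larval log2 fold change of −2.42 with an adjusted p of 0.0531, and its response did not differ detectably between the stages (adjusted p = 0.451). DESeq2's Wald test called Spne-2 in larvae (adjusted p = 0.00153, in a range of 0.00153 to 0.208 over its alternatives), as did library totals, no filter beyond 1 count, unique reads, leaving out the second larval control and, chosen after seeing the values, exon reads only.

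The paper proposes an immune reaction to irradiation as the source of the change in juvenile immune genes. In its own table and in the counts the genes it names fell: Traf2-30 had a log2 fold change of −3.35, and of 85 immune genes called in juveniles 81 were lower. The paper's discussion cites another additional file for the multipotency genes than the one that holds them.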

Other observations

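The tests of Tenr-5, of Nano1, of the 6 regulators of immune signalling and of the Tba1a genes were chosen only after those results were seen, and the other tests before.

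Cell division genes were lower in both stages, and the medians stayed low under each technical alternative that was tried. With every library thinned to the smallest total, the median nearest 0 of both stages was −0.61, and with library totals −0.65. Of 10000 random lists matched in gene length and expression level, 0% had a median as low. The central 95% of the random medians ran from −0.15 to 0.068 in larvae and from −0.34 to −0.013 in juveniles. Of the 10 splits of a stage's libraries, 1 gave a median as far from 0 in larvae and 1 in juveniles, so splits within a stage cannot exclude chance. The fall is consistent with a loss of dividing cells 3 days after irradiation, as the depth, scaling and matched-list values above argue against the technical explanations tested, and it remains a hypothesis.

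Mitosis genes fell further than DNA replication genes in both stages. In larvae the median was −1.09 over 34 mitosis genes and −0.44 over 31 replication genes, a difference of −0.66 (permutation test over genes, p = 0.00019, adjusted p = 0.00038). In juveniles the medians were −0.97 and −0.42, a difference of −0.55 (same permutation test, p = 0.014, adjusted p = 0.014). Of the mitosis genes 33 in larvae and 31 in juveniles lay below 0, and of the replication genes 26 and 24. By limma's camera test both lists were lower in larvae (adjusted p = 4.5e-20 and 9.0e-07) and in juveniles (adjusted p = 9.0e-07 and 0.0150). With an estimated correlation between genes the juvenile camera values, before adjustment, were 0.0820 and 0.240, while fry gave 6.8e-04 and 0.00443, so the juvenile fall of each list depends on the choice of set test. Genes are not independent replicates. A longer stop before mitosis than before replication, or replication genes that are also expressed outside dividing cells, may explain the difference, and the counts do not separate these. The paper found no EdU incorporation 3 days after irradiation in either stage, which argues against cells that still replicated DNA but did not divide.

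The DNA damage response set moved little. Of the 10 splits, 2 gave a larval and 4 a juvenile median as far from 0, so neither value stands out from other ways to split the libraries.

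The fall of Spne-2 in irradiated juveniles may reflect a loss of cells with an active piRNA pathway. The 18 other piRNA pathway genes tested gave a camera p of 0.714 in juveniles, with a median of −0.067 and a test direction of up, and 0 were called. In larvae the median was −0.15 (limma's camera test, adjusted p = 0.186). A small number of such cells would not move genes that other cells also express, so the list decides nothing.

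In all 100 joint splits of the libraries, at least as many multipotency values were called as in the real split, which called 0. For genes past the paper's thresholds in both stages, all 100 splits also gave at least the 0 genes of the real split. These counts cannot separate the real grouping from chance.

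Nano1 was lower in both stages without being called. That 1 library sets the spread is a candidate explanation: without the third control library of larvae the adjusted p in larvae was 0.0327 (log2 fold change −0.89), the smallest over the libraries left out, and the largest was 0.688 without the second control library (−0.22). No biological explanation was tested.

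Introns held most reads of Tenr-5. In juveniles, reads from introns do not explain its fall, as exon reads only gave −4.20 (124 control and 8 irradiated reads). In larvae exon reads only gave −2.01 from 14 and 4 reads (adjusted p = 0.287), against 67 and 15 intron reads, so with so few exon reads a fall of the transcript and a fall of intron reads only cannot be told apart.

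6 regulators of immune signalling, named here after their values were seen, were among the smallest adjusted p in juveniles: Rel-2 (log2 fold change −1.92, adjusted p = 1.2e-05), Malt1 (−1.80, 1.2e-05), Irak1-1 (−1.53, 1.2e-05), Nemo (−1.57, 1.3e-05), Tnap3 (−1.62, 4.8e-05) and Gbp1-2 (−2.44, 2.7e-06). Their larval log2 fold changes were −0.53, −0.66, −0.64, −0.67, −0.65 and 0.25, and each differed between the stages (adjusted p = 0.0111, 0.0117, 0.0149, 0.0180, 0.0281 and 1.2e-04). Of 14 tested Tba1a genes, for tubulin alpha, 11 were called higher in juveniles and 0 lower, under TMM, median-of-ratios factors and library totals alike. Of the genes called in both stages, 5 were lower in larvae and higher in juveniles, and 10 the reverse.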
